# Layer specific and general requirements for ERK/MAPK signaling in the developing neocortex

**DOI:** 10.7554/eLife.11123

**Published:** 2016-02-05

**Authors:** Lei Xing, Rylan S Larsen, George Reed Bjorklund, Xiaoyan Li, Yaohong Wu, Benjamin D Philpot, William D Snider, Jason M Newbern

**Keywords:** kinase, excitatory neuron, corticospinal, axon, excitability, Mouse

## Abstract

Aberrant signaling through the Raf/MEK/ERK (ERK/MAPK) pathway causes pathology in a family of neurodevelopmental disorders known as 'RASopathies' and is implicated in autism pathogenesis. Here, we have determined the functions of ERK/MAPK signaling in developing neocortical excitatory neurons. Our data reveal a critical requirement for ERK/MAPK signaling in the morphological development and survival of large Ctip2^+^ neurons in layer 5. Loss of *Map2k1/2 (Mek1/2)* led to deficits in corticospinal tract formation and subsequent corticospinal neuron apoptosis. ERK/MAPK hyperactivation also led to reduced corticospinal axon elongation, but was associated with enhanced arborization. ERK/MAPK signaling was dispensable for axonal outgrowth of layer 2/3 callosal neurons. However, *Map2k1/2* deletion led to reduced expression of Arc and enhanced intrinsic excitability in both layers 2/3 and 5, in addition to imbalanced synaptic excitation and inhibition. These data demonstrate selective requirements for ERK/MAPK signaling in layer 5 circuit development and general effects on cortical pyramidal neuron excitability.

**DOI:** http://dx.doi.org/10.7554/eLife.11123.001

## eLife digest

In the nervous system, cells called neurons form networks that relay information in the form of electrical signals around the brain and the rest of the body. Typically, an electrical signal travels from branch-like structures at one end of the cell, through the cell body and then along a long fiber called an axon to reach junctions with another neurons.

The connections between neurons start to form as the nervous system develops in the embryo, and any errors or delays in this process can cause severe neurological disorders and intellectual disabilities. For example, genetic mutations affecting a communication system within cells known as the ERK/MAPK pathway can lead to a family of syndromes called the “RASopathies”. Abnormalities in this pathway may also contribute to certain types of autism. However, it is not clear how alterations to the ERK/MAPK pathway cause these conditions.

Xing et al. investigated whether ERK/MAPK signaling regulates the formation of connections between neurons and the activity of neurons in mouse brains. The experiments showed that the growth of axons that extend from an area of the brain called the cerebral cortex towards the spinal cord are particularly sensitive to changes in the level of signaling through the ERK/MAPK pathway. On the other hand, inhibiting the pathway has relatively little effect on the growth of axons within the cerebral cortex. Further experiments showed that many neurons in the cerebral cortex require the ERK/MAPK pathway to activate genes that alter neuronal activity and the strength of the connections between neurons.

Xing et al.’s findings suggest that defects in the connections between the cerebral cortex and different regions of the nervous system may contribute to the symptoms observed in patients with conditions linked to alterations in ERK/MAPK activity. Future studies will focus on understanding the molecular mechanisms by which ERK/MAPK pathway influences the organization and activity of neuron circuits during the development of the nervous system.

**DOI:** http://dx.doi.org/10.7554/eLife.11123.002

## Introduction

The canonical Ras/Raf/MEK/ERK (ERK/MAPK) signaling pathway is a key intracellular signaling cascade downstream of cell surface receptors critical for brain development (Samuels et al., 2009). In the developing cortex, the ERK/MAPK pathway is thought to be particularly important for neuronal responses to neurotransmitters and receptor tyrosine kinase (RTK) ligands, such as FGFs and neurotrophins. In the mature brain, it is well established that ERK/MAPK plays a central role in the activity-dependent plasticity of neural circuits (Shilyansky et al., 2010; Thomas and Huganir, 2004).

Importantly, a number of human neurodevelopmental syndromes have been linked to aberrant ERK/MAPK activity. This related group of human syndromes, increasingly referred to as RASopathies, are caused by genetic mutations in core components or regulators of the ERK/MAPK signaling cascade (Rauen, 2013). Macrocephaly, neurodevelopmental delay, cognitive impairment, and epilepsy are frequently observed in RASopathy patients with clinical manifestations being dependent on the precise causative mutation (Rauen, 2013). RASopathies are most often associated with hyperactive ERK/MAPK signaling (eg. Neurofibromatosis type 1 (NF1), Noonan, Costello, and Cardiofaciocutaneous (CFC) syndromes) (Rauen, 2013). However, mutations that lead to diminished ERK/MAPK activation have been identified in a subset of LEOPARD and CFC syndrome patients (Kontaridis et al., 2006; Nowaczyk et al., 2014). Abnormal Ras/MAPK signaling has also been observed in models of other monogenic neurodevelopmental disorders including Fragile X syndrome and Tuberous Sclerosis (Chévere-Torres et al., 2012; Faridar et al., 2014; Osterweil et al., 2013; Zhang et al., 2014). Recent exciting work has shown that pharmacological normalization of pathological Ras/MAPK activity is sufficient for correcting select cellular and behavioral abnormalities in Fragile X, Tuberous Sclerosis, NF1, Noonan, and Costello syndrome mutant mice (Cui et al., 2008; Lee et al., 2014; Li et al., 2005; Osterweil et al., 2013; Wang et al., 2012; Zhang et al., 2014). However, our understanding of these disorders remains rudimentary as there is limited information on brain cell type-specific consequences of either loss- or gain-of-function through this pathway.

Accumulating evidence also suggests that pathological ERK/MAPK signaling contributes to certain forms of autism. Altered Ras/MAPK signaling has been identified as a common downstream mediator of divergent genetic mutations linked to autism, and *MAPK3/ERK1* is present in a region of 16p11.2 mutated in ~1% of cases of autism (Eichler and Zimmerman, 2008; Gilman et al., 2012; Gilman et al., 2011; Kumar et al., 2008; Pinto et al., 2010; Pucilowska et al., 2015; Weiss et al., 2008). Little is known about how ERK/MAPK signaling might relate to the pathogenesis of autism. An important current research theme is that the behavioral manifestations of autism spectrum disorders (ASDs) may be linked to both functional hypo- and hyper-connectivity between distinct brain regions (Geschwind and Levitt, 2007; Just et al., 2007; Keown et al., 2013; Supekar et al., 2013). Furthermore, recent work in postmortem brains of autistic patients suggests that local patches of disorganization, in which cortical layers 4–5 are particularly affected, play an important role in disease pathogenesis (Stoner et al., 2014). In one study, co-expression network analyses of autism-linked genetic mutations suggested that layer 5 in prefrontal and sensorimotor cortex is a key site of convergence for pathogenesis (Willsey et al., 2013). Whether aberrant ERK/MAPK signaling might result in cortical layer disorganization and defective long-range connectivity is unknown.

To address questions of cell type specificity and consequences for circuit formation, we have defined the effects of ERK/MAPK loss- and gain-of-function on the development of cortical pyramidal neurons. Pyramidal neuron-specific functions of ERK/MAPK signaling were assessed by deleting the upstream kinases *Map2k1/Mek1* and *Map2k2/Mek2* (hereafter referred to as *Map2k1/2*) or overexpressing hyperactive *Map2k1*. Conditional deletion of *Map2k1/2* led to major disruption of layer 5 with noticeably fewer CTIP2-expressing large neurons compared to controls. Further, long range axon extension of layer 5 corticospinal projection neurons during early development was markedly impaired. Subsequent to delayed entry of axons into the cervical spinal cord, many layer 5 projection neurons in sensorimotor cortices underwent apoptosis. Gain-of-function ERK/MAPK signaling also affected layer 5 CST neurons with a resultant decrease in axon elongation and associated increase in axon branching. The morphological requirement for ERK/MAPK signaling was specific for layer 5, as layer 2/3 was not disrupted and callosal projection neurons in upper cortical layers do not exhibit overt changes in axon extension or targeting following *Map2k1/2* deletion. In contrast to the layer-specific functions of ERK/MAPK on axonal development, we found that ERK/MAPK was required for the expression of ARC and other plasticity-associated genes across all cortical lamina. Further, loss of ERK/MAPK signaling in pyramidal neurons disrupted excitatory and inhibitory neurotransmission and altered intrinsic excitability in both layers 2/3 and 5. Our data reveal unexpectedly specific requirements for ERK/MAPK signaling in layer 5 circuit development and general effects on the excitability of cortical pyramidal neurons in multiple layers.

## Results

### Excitatory neuron-specific modification of ERK/MAPK activity

Previous work has shown that MAPK1/3 (aka ERK1/2) is activated in embryonic cortical neurons, albeit at much lower levels than in the ventricular zone (Faedo et al., 2010; Li et al., 2014; Pucilowska et al., 2012; Toyoda et al., 2010). In western blots of sensorimotor cortical lysates from P1, 2, 7, 14, and 21 day old mice, we found that the levels of pan-MAPK1/3(ERK1/2) and pan-MAP2K1/2 show a steady but evident increase from a relatively lower level at birth (Figure 1—figure supplement 1A). Phosphorylated-MAPK1/3(ERK1/2) and phosphorylated-MAP2K1/2 levels were also relatively low at birth but increased noticeably by P7 and peaked at P14 (Figure 1—figure supplement 1A) (Oliveira et al., 2008). The pattern of phosphorylated-MAPK1/3(ERK1/2) expression in P3 histological sections of cortex did not exhibit any clear-cut laminar specificity (Figure 1—figure supplement 1B). These findings indicate that ERK/MAPK signaling is activated in the developing cortex, peaking during the second postnatal week.

We generated a mouse model to test the direct, neuron-autonomous role of ERK/MAPK signaling by inactivating *Map2k1/2* specifically in immature mouse cortical excitatory neurons. We conditionally deleted *Map2k1/2* with a Cre-dependent *Map2k1* allele, a germ-line *Map2k2* deletion allele, and Cre-recombinase under the control of the *NeuroD6/Nex* promoter (*Map2k1^loxp/loxp^;Map2k2^-/-^;Neurod6-Cre*,referred to hereafter as *Map2k1/2;Neurod6-Cre*) (Goebbels et al., 2006). As expected, *Neurod6-Cre* activated reporter-gene expression in the Cre-dependent EYFP mouse line, *Ai3*, in excitatory, but not inhibitory, neurons in the neocortex by mid-embryogenesis (Figure 1—figure supplement 1C–E) (Madisen et al., 2010). Western blotting of neocortical lysates and immunolabeling show that *Map2k1/2;Neurod6-Cre* mice exhibit significantly reduced MAP2K1 levels by birth and reduced phosphorylation of ERK/MAPK substrates, RSK, and MSK (Figure 1—figure supplement 1F–H). Complete loss of MAP2K1 protein would not be expected in whole cortical lysates due to MAP2K1 expression in inhibitory interneurons and non-neuronal cell types (Figure 1—figure supplement 1F). These data show that the *Neurod6-Cre*-mediated genetic targeting strategy is effective at inducing loss of ERK/MAPK signaling in developing cortical excitatory neurons.

*Map2k1/2;Neurod6-Cre* pups were born at normal Mendelian ratios without overt differences from littermate controls. However, a delay in overall growth could be detected by the end of the first postnatal week and lethality was invariably observed in the third to fourth postnatal week. Behaviorally, P14 *Map2k1/2;Neurod6-Cre* mice exhibited spontaneous and persistent hindlimb clasping when lifted by the tail, an indicator of neurological impairment. A qualitatively similar effect on growth, neurological function, and viability was also observed in *Mapk1^loxp/loxp^;Mapk3^-/-^;Neurod6-Cre* mice (data not shown), demonstrating that phenotypes are conserved following deletion of different core components of the ERK/MAPK cascade.

*Map2k1/2;Neurod6-Cre* mice exhibited an average reduction in body weight of 37.1 ± 11.3% at P14 and neocortical volume was reduced by 23.2 ± 6.4% (mean ± SEM, n=7, <0.0001). A significant increase in neuron (NEUN/RBFOX3^+^ cell) density was observed in *Map2k1/2;Neurod6-Cre* sensory cortices from 1636 ± 185 neurons/mm^2^ to 2168 ± 231 neurons/mm^2^ (mean ± SEM, n=5, p=0.002) (Figure 1A–B). Given the significant difference in cortical size, we extrapolated a relative estimate of neuronal number by multiplying the density measurement by the relative change in cortical volume between individual littermate control and mutant pairs. This estimate showed no significant difference in relative global neuron number between mutant and control cortices (98.0 ± 3.5%, mean ± SEM, n=5, p=0.61). We did, however, detect a significant reduction in the size of NEUN^+^ soma in P14 *Map2k1/2;Neurod6-Cre* sensory cortices in all cortical layers with the most pronounced effect on layer 5 neurons (Figure 1C). In contrast, no decrease in the size of parvalbumin-expressing, GABAergic neurons in the cortex was observed (data not shown). These data show that ERK/MAPK signaling is necessary for neurological function and the somal growth of excitatory neurons, but do not provide strong support for a widespread role in regulating global excitatory neuron number.

**Figure 1.**
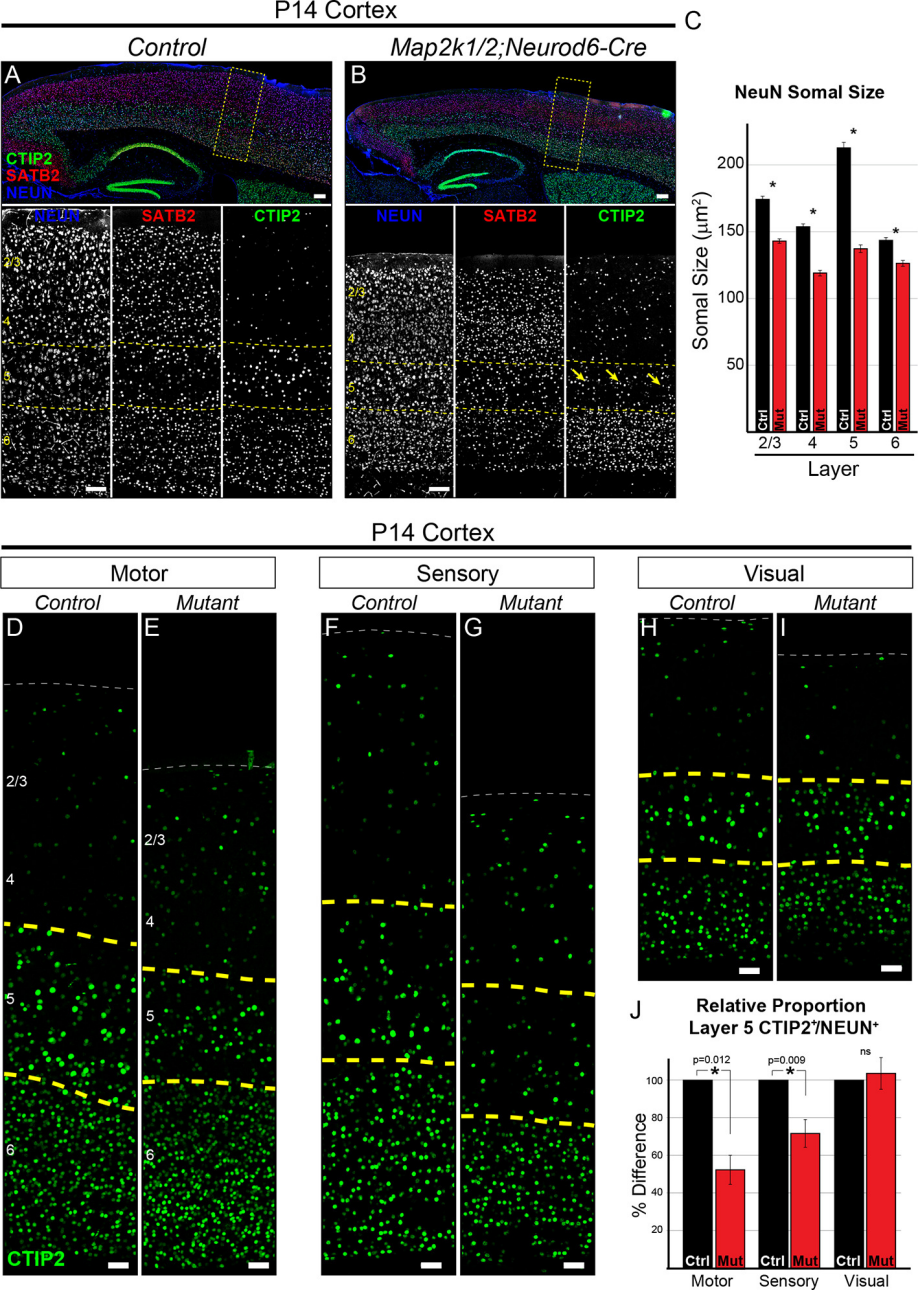
Loss of ERK/MAPK signaling leads to a reduction in the number of CTIP^+^ layer 5 neurons and reduced neuronal somal size. (**A–B**). Immunostaining of P14 control (**A**) and *Map2k1/2;Neurod6-Cre* (**B**) sagittal forebrain sections for all neurons, callosal projection neurons, and subcortical projection neurons with NEUN, SATB2, and CTIP2, respectively, revealed an aberrant pattern of CTIP2 expression in layer 5 of mutant sensorimotor cortices (yellow arrows) (n=6, scale bar=100 µm). (**C**) Quantification of somal size was performed by measuring the cross-sectional area of randomly selected, NEUN labeled soma in distinct cortical layers. A reduction in the size of NEUN labeled soma in P14 mutant sensory cortices was detected in all cortical layers, but was particularly pronounced in layer 5 (n= >300 total neurons per layer derived from five independent mice per condition, mean ± SEM, *p<0.001). (**D–I**) Representative confocal images of CTIP2 immunolabeling in radial columns of primary motor (**D–E**), sensory (**F–G**), and visual (**H–I**) cortex from P14 control (**D**, **F**, **H**) and *Map2k1/2;Neurod6-Cre* (**E**, **G**, **I**) brains (scale bar=30 µm). (**J**) Quantification of the relative number of layer 5 CTIP2^+^ neurons as a proportion of the total number of NEUN^+^ neurons in a cortical column revealed a substantial decrease in motor and sensory, but not visual, cortices in P14 mutant mice (n=4, mean ± SEM, *p<0.05). **DOI:** http://dx.doi.org/10.7554/eLife.11123.003

**Figure 1—figure supplement 1.**
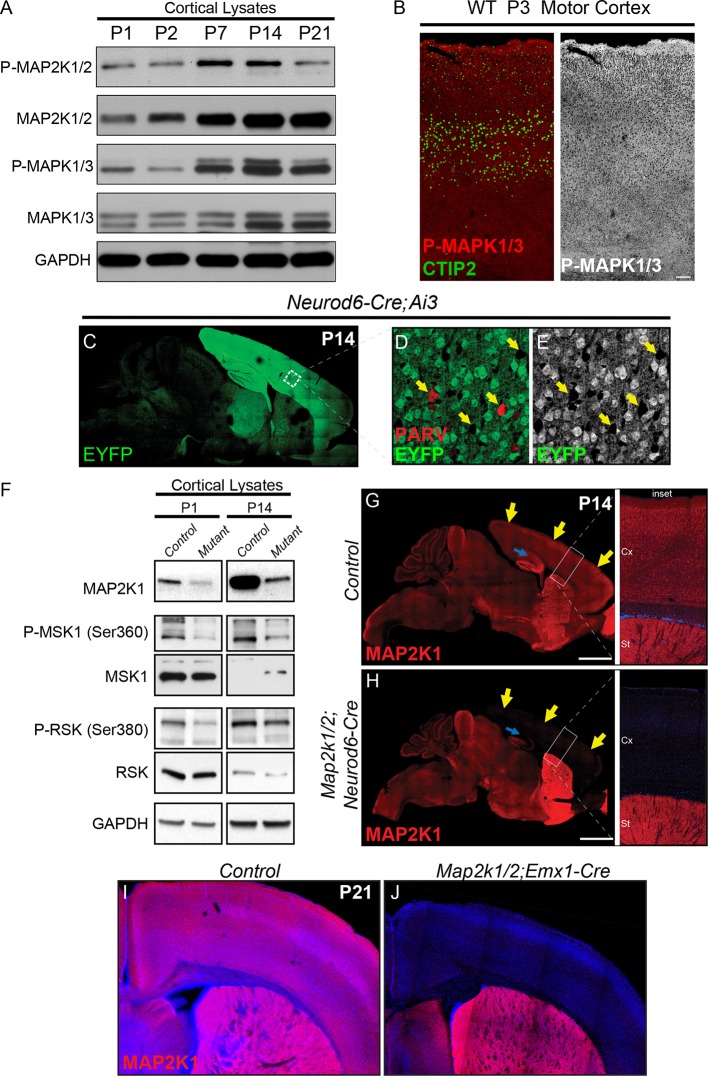
Developmental changes in ERK/MAPK activity and mouse models for loss of ERK/MAPK signaling in cortical excitatory neurons. (**A**) Whole cortical lysates show significant changes in the expression and phosphorylation of ERK/MAPK components, MAP2K1/2 and MAPK1/3(ERK1/2), during the first three weeks of postnatal development (n=3). (**B**) Immunofluorescent staining reveals the ubiquitous distribution of activated, phospho-MAPK1/3(ERK1/2) in all cortical layers in P2-3 mouse sensorimotor cortices. (n=3, scale bar=200 µm) (**C–E**) *Neurod6-Cre* induces recombination of the Cre dependent EYFP reporter, *Ai3*, in postmitotic excitatory neurons throughout the cortex as shown here in P14 (**C**) sagittal brain sections. Parvalbumin expressing GABAergic interneurons (**D**, arrows) do not exhibit EYFP expression (**E**), further demonstrating the specificity of recombination in excitatory neurons. (**F**) P1 and P14 *Map2k1/2;Neurod6-Cre* cortices show pronounced loss of MAP2K1 expression and reduced phosphorylation of ERK/MAPK pathway substrates, RSK and MSK (n=5). (**G**–**H**) Representative confocal images of P14 control mouse brains show that cortical excitatory neurons in the cortex and hippocampus exhibit a high level of MAP2K1 immunolabeling (**G**). MAP2K1 levels are profoundly reduced in the cortex (yellow arrows) and hippocampal subfields CA1-CA3 (blue arrow) in P14 *Map2k1/2;Neurod6-Cre* mice (**H**) (n=6, scale bar=2 mm). (**I**–**J**) MAP2K1 expression is absent in the cortex of *Map2k1/2;Emx1-Cre* mice (**J**) when compared to P21 littermate control cortices (**I**) (n=3). **DOI:** http://dx.doi.org/10.7554/eLife.11123.004

Recombination in *Neurod6-Cre* mice is particularly strong in the cerebral cortex, however, sparse recombination has been detected outside of the cortex (Figure 1—figure supplement 1C) (Goebbels et al., 2006). To confirm the deficits in *Map2k1/2;Neurod6-Cre* mice are specifically due to cortical malfunction, we deleted *Map2k1/2* using an independent Cre line, *Emx1-Cre. Emx1-Cre* induces recombination in dorsal telencephalic progenitors by E9.5 that generate excitatory neurons specifically within the cortex and hippocampus (Gorski et al., 2002). *Map2k1^loxp/loxp^;Map2k2^-/-^;Emx1-Cre (Map2k1/2;Emx1-Cre*) exhibit cortex specific MAP2K1 deletion and a pattern of growth delay, clasping behavior, and lethality similar to that observed in *Map2k1/2;Neurod6-Cre* mice (Figure 1—figure supplement 1I–J). We conclude that ERK/MAPK signaling in cortical excitatory neurons is necessary for appropriate nervous system function and mouse viability.

### Disruption of layer 5 and reduced number of CTIP2^+^ neurons after ERK/MAPK inactivation

The profound decrease in layer 5 neuron soma size caused by *Map2k1/*2 deletion suggests that ERK/MAPK signaling is particularly important for the development of this layer. Comprehensive analyses of layer 5 neurons have identified specific gene expression patterns, morphologies, and electrophysiological characteristics for this neuronal subtype (Greig et al., 2013; Kwan et al., 2012; Leone et al., 2008). We analyzed the expression pattern of a critical transcription factor for layer 5 development, CTIP2/BCL11B, in control and mutant cortices (Figure 1A–B) (Arlotta et al., 2005). The appearance of co-labeled CTIP2^+^/NEUN^+^ neurons in layer 5 appeared disrupted in rostral P14 *Map2k1/2;Neurod6-Cre* cortices compared to controls (Figure 1B, yellow arrows).

CTIP2^+^ layer 5 neurons are a small percentage of the total cortical neuron population. In the sensory cortex of control mice, we found that CTIP2^+^ layer 5 neurons represent only 9.61 ± 0.84% (mean ± SEM, n=5) of all NEUN^+^ neurons within a radial column. Thus, our previous global NEUN estimates across an entire cortical column were not sensitive enough for detecting changes confined to sparse neuronal subtypes. To quantify the number of CTIP2^+^ neurons, we determined the relative proportion of cells in layer 5 that express CTIP2^+^ as a percentage of NEUN^+^ cells across all lamina in a radial cortical column. This measurement was performed in motor, sensory, and visual cortices. Indeed, we found that P14 *Map2k1/2;Neurod6-Cre* primary motor and sensory cortices exhibit a clear decrease in the relative proportion of CTIP2^+^ neurons in layer 5 (Figure 1D–G, J). Qualitatively similar results were observed in P14 *Map2k1/2;Emx1-Cre* cortices (Figure 2—figure supplement 1A–B). The relative proportion of CTIP2^+^ neurons in visual cortices (Figure 1H–I, J) was not significantly diminished in *Map2k1/2;Neurod6-Cre* mutants, suggesting the effect in sensory and motor cortex was due to loss of the cell type and not a result of ERK/MAPK regulation of global CTIP2 expression levels.

### Failure of CST development and absence of large tufted neurons in layer 5

Layer 5 neurons are morphologically heterogeneous with distinct subpopulations that can be differentiated by cortico-cortical or subcortical axonal projections. We examined layer 5 projections in the hindbrain corticobulbar tract (CBT) and spinal cord corticospinal tract (CST) of P14 *Map2k1/2* mutant mice. Immunostaining for a well-established marker of corticospinal projections, PKCγ, and genetic labeling with *Ai3* revealed a profound decrease in the size of the CBT in P14 *Map2k1/2;Neurod6-Cre* hindbrains (Figure 2A–B, Figure 2—figure supplement 1E–F). CST labeling was also strikingly reduced in the cervical spinal cord and essentially absent in the lumbar spinal cord in both *Map2k1/2;Neurod6-Cre* (Figure 2C–D) and *Map2k1/2;Emx1-Cre* mutants (Figure 2—figure supplement 1C–D). Analysis of rare *Map2k1/2* mutants that survived as late as P24 revealed that no CST axons were present in lumbar spinal cords (data not shown). These data provide further evidence of an overt loss of corticospinal neurons by the second postnatal week.

**Figure 2.**
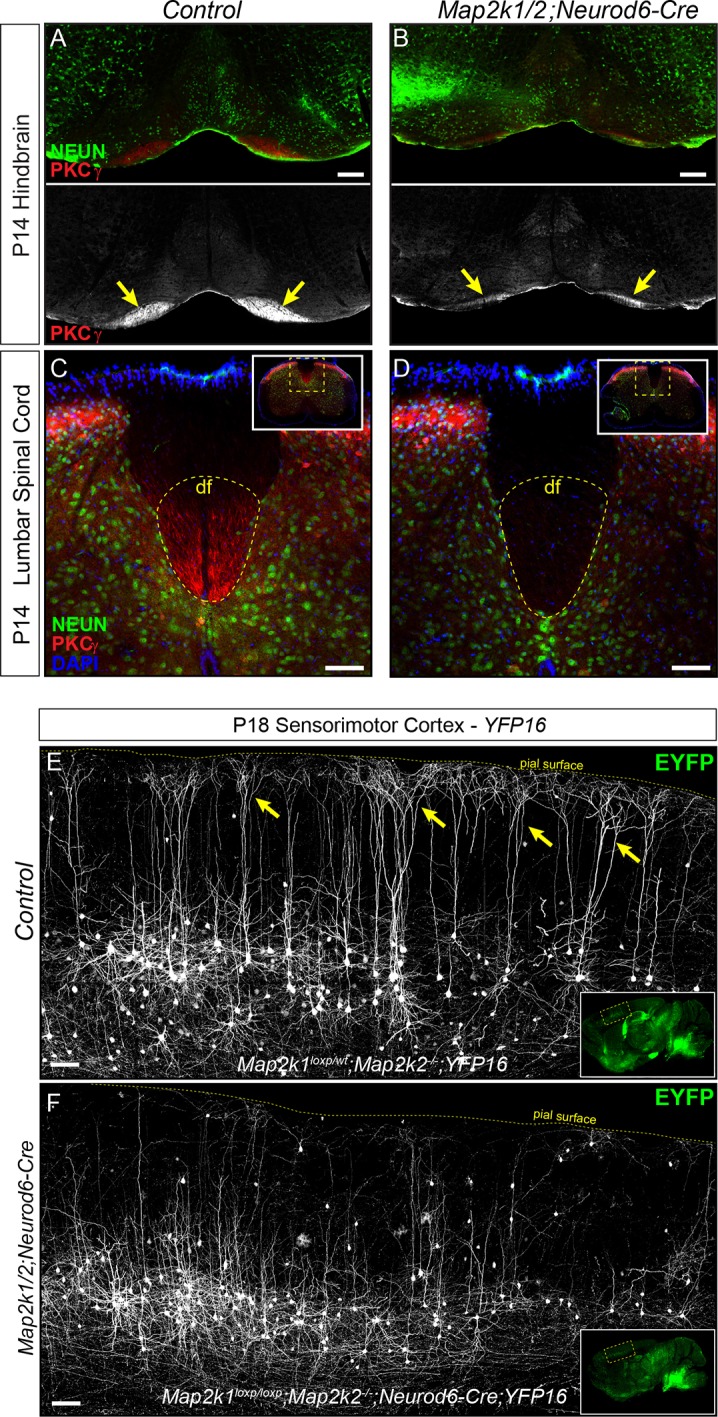
Corticospinal tract defects in *Map2k1/2;Neurod6-Cre* mice. (**A–D**) To further evaluate the loss of layer 5 projection neurons, we examined the expression of a well-established corticospinal tract marker, PKCγ. Compared to control hindbrains (**A**) and spinal cords (**C**), a profound decrease in corticospinal tract labeling was observed in the *Map2k1/2;Neurod6-Cre* hindbrain (B-yellow arrows, scale bar=200 µm) and spinal cord (**D**), consistent with the reduced number of CTIP2^+^ layer 5 neurons (df=dorsal funiculus, n=3, scale bar=50 µm). (**E**–**F**) The Thy1-YFP reporter line, *YFP16*, labels a small fraction of layer 5 neurons in sensorimotor cortex. Many layer 5 neurons labeled in this line have large complex apical dendritic arbors (yellow arrows) that are consistent with the known morphology of subcerebral projection neurons, including corticospinal neurons. EYFP expressing neurons heavily branch in layer 1 as shown in representative confocal images of sagittal sections from P18 control mice (**E**, yellow arrows). In *Map2k1/2;Neurod6-Cre* cortices, we noted a significant reduction in the number of EYFP labeled neurons in layer 5 with complex apical dendritic arbors (**F**) (n=3, scale bar=100 µm). **DOI:** http://dx.doi.org/10.7554/eLife.11123.005 10.7554/eLife.11123.006Figure 2—source data 1.Reduced expression of layer 5 neuron markers following loss of *Map2k1/2*.(**A**) Gene expression profiling of RNA extracts from the cortex of control and *Map2k1/2;Neurod6-Cre* mice collected at P9 (n=2) and P14 (n=3) revealed significantly diminished expression (fold change>1.5 and p<0.05) of many genes that are known to be expressed in layer 5 neurons (red filled boxes).**DOI:** http://dx.doi.org/10.7554/eLife.11123.006

**Figure 2—figure supplement 1.**
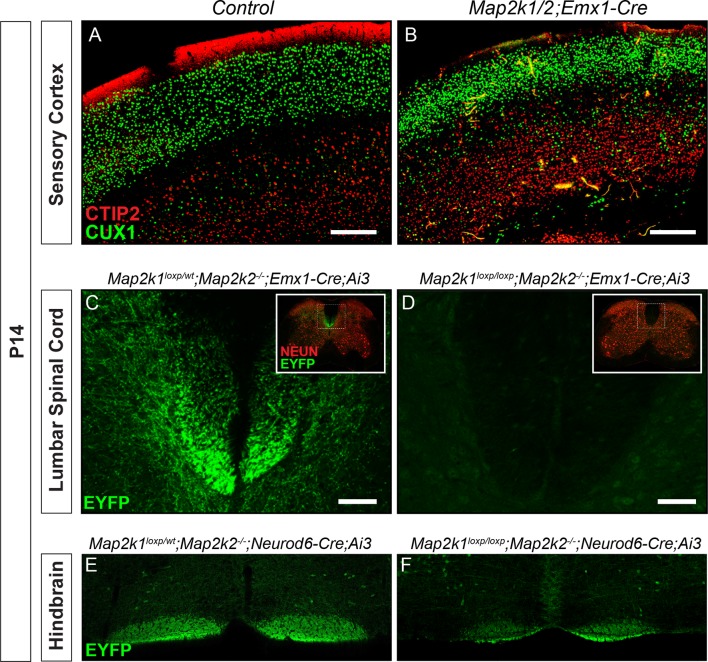
Reduced number of corticospinal neurons following loss of *Map2k1/2*. (**A–B**) Similar to results with *Neurod6-Cre* mice, deletion of *Map2k1/2* with *Emx1-Cre* also led to a disruption of CTIP2 labeling in layer 5 sensorimotor cortices in *Map2k1/2;Emx1-Cre* mice (**B**) when compared to controls (**A**) (n=3, scale bar=200 µm). (**C–D**) Visualization of the CST in spinal cord cross-sections of P14 *Map2k1/2;Emx1-Cre;Ai3* mice revealed a near complete absence of corticospinal axons in the lumbar segment of the spinal cord compared to control (**E**) (n=3, scale bar=50 µm). (**E–F**) The size of the EYFP labeled CBT was reduced in P14 *Map2k1/2;Neurod6-Cre;Ai3* hindbrains (**F**) when compared to controls (**E**) (n=3). **DOI:** http://dx.doi.org/10.7554/eLife.11123.007

Corticospinal neurons represent a subset of the entire CTIP2^+^ population in sensorimotor layer 5 (Arlotta et al., 2005). The lack of layer 5 neuron loss in the *Map2k1/2;Neurod6-Cre* visual cortex suggests that ERK/MAPK signaling is dispensable for the development of projection neurons targeting structures other than the spinal cord. Past work has shown that callosally projecting layer 5 neurons have significantly shorter and less complex apical dendritic arbors than subcortical projection neurons (Larsen et al., 2007; Molnár and Cheung, 2006). To determine which of these classes was affected by *Map2k1/2* deletion, a Thy1-based reporter, *YFP-16*, that fluorescently labels a small proportion of layer 5 neurons in sensorimotor cortex, was bred with *Map2k1/2;Neurod6-Cre* mice (Feng et al., 2000). These mutants clearly show that the fluorescently labeled layer 5 neurons in P14-P21 *Map2k1/2;Neurod6-Cre;YFP-16* sensorimotor cortices have substantially shorter apical dendrites than in controls (Figure 2E–F). The reduction in large, tufted neurons in layer 5 of mutant mice provide further evidence for a deficit in the development of corticospinal projection neurons.

### Gene expression profiling of ERK/MAPK inactivated cortices

To gain further insight into the cellular and molecular mechanisms utilized by ERK/MAPK signaling to regulate cortical development, we performed microarray profiling of P14 whole cortical lysates from control and *Map2k1/2;Neurod6-Cre* mutants. 

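Cortical RNA of the loss-of-function model was measured on Affymetrix gene arrays, with 1 array per mouse. The P14 arrays came from 3 *Map2k1/2;Neurod6-Cre* mutants (mice 1, 9 and 11) and 3 controls (mice 2, 10 and 12), and the P9 arrays from 2 mutants (mice 1 and 4) and 2 controls (mice 2 and 3), numbered apart from the P14 mice. The paper's methods give 2 independent litters at P9 and 3 at P14, and no source used here assigns mice to litters, so mutants and controls were compared without pairing. The methods describe dorsal cortices extracted with Trizol and an RNeasy Mini kit, while the sample labels give sensorimotor cortex and a Qiagen miRNeasy kit.

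The authors adjusted the background, quantile-normalized and summarized the probe sets with the RMA algorithm, and the deposited values are on a log2 scale, on which a difference of 1 is a doubling of signal. The median log2 value per array at P14 was 7.91, 8.04 and 8.02 in control mice 2, 10 and 12 and 7.93, 8.08 and 8.05 in mutant mice 1, 9 and 11. At P9 it was 6.13 in both controls and 6.13 and 6.18 in mutants 1 and 4. The ages were therefore normalized apart, and each was tested alone. The correlation between P14 arrays, across genes, ran from 0.977 (mice 2 and 9) to 0.994 (mice 10 and 12), and that between P9 arrays from 0.991 to 0.993. The arrays of P14 mice 1 and 2 stood apart from those of mice 9 to 12: their 25th percentile was 6.65 and 6.63, against 6.80 to 6.89 in the others, and after subtraction of the group means they deviated together (r = 0.810 across genes, which are not independent replicates). No source names this as a batch, and each set of arrays holds both genotypes, so P14 results are also given with the sets as a block, within mice 9 to 12 (2 mutants and 2 controls) and for mouse 1 minus mouse 2, which has no replicates. By *Xist* and the mean of Y-linked genes, P14 mutants 9 and 11 were female and all other mice of both ages were male.

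Of the 35557 probe sets, 21789 were annotated with 1 gene symbol, 1621 with several and 12147 with none. The brightest probe set of each gene with a symbol of its own was used, which left 19938 genes. Mutants were compared with controls with limma's moderated test, two-sided, with Benjamini-Hochberg adjustment over all genes, and a gene was called at an adjusted p under 0.05. The paper's thresholds, an unadjusted p under 0.05 and a change of more than 1.5-fold, were counted beside it. Shifts of gene lists were tested with limma's camera at a preset correlation of 0.01 and again with an estimated correlation. The second test also rests on the small number of arrays, so its p rose even where the estimated correlation lay below 0.01. For ERK feedback and target genes at P9 that correlation was -0.037, and camera's unadjusted p went from 1.71e-10 to 0.0192. With an estimated correlation no P9 list was called (lowest adjusted p = 0.305), so it separates no list there. The number of arrays limits the precision. With simulated changes added to arrays of the same spread, 40% of genes changed by 0.6 on the log2 scale and 76.2% of those changed by 1 were called at P14, and 0.6% and 21.6% at P9. The simulation held 200 changed genes, drawn independently and without the shared deviation of mice 1 and 2. Its shares may therefore differ from those of the real arrays.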

The validity of the screen was verified by a highly significant -2.76 ± 0.13 (p-val<0.001)-fold reduction in the expression of *Map2k1*-exon 3 at the probe-level in P14 mutant samples. 

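Transcript of the 2 targeted kinase genes, read over the whole gene, was at a similar level in mutant and control cortex. The P14 log2 value of *Map2k1* was 10.80 ± 0.07 (SD, n = 3) in controls and 10.87 ± 0.06 (SD, n = 3) in mutants, a difference of 0.07 (standard error 0.08, adjusted p = 0.991 from limma). At P9 it was 10.04 ± 0.00 (SD, n = 2) in controls and 10.05 ± 0.15 (SD, n = 2) in mutants (adjusted p = 0.980). For *Map2k2* the difference was 0.03 at P14 and 0.00 at P9. The deletion takes exon 3 of *Map2k1*, whereas each deposited value summarizes the probes of the whole gene, so these values do not check the genotypes. Single exon probes were not analysed here.

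*Neurod6*, a neuronal transcription factor from whose locus the Cre recombinase of this line is expressed, had the lowest log2 change of all genes called at P14. It fell from 9.48 ± 0.62 (SD, n = 3) in controls to 6.41 ± 0.32 (SD, n = 3) in mutants, a change of -3.07 (standard error 0.31, adjusted p = 0.00765), with -2.92 within mice 9 to 12 and -3.37 for mouse 1 minus mouse 2. Without mutant 9 or mutant 11 the adjusted p was 0.0551 and 0.0573. At P9 its change was -1.80 (standard error 0.21, adjusted p = 0.0925). The P14 mutant mean lay below the 25th percentile of every P14 array (6.63 to 6.89). The number of Cre copies is not given, and controls may or may not carry Cre. The fall therefore cannot be assigned to the loss of *Map2k1/2* from these values.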

We observed a pronounced decrease in a large number of genes that are known to be highly expressed in layer 5 projection neurons at P9 or P14, including *Etv1/Er81, Adcyap1, Ldb2, Dkk3, Lmo4,* and *Opn3* (fold-change>1.5 p<0.05) (Arlotta et al., 2005; Chen et al., 2005; Chen et al., 2005; Molyneaux et al., 2007) (Figure 2—source data 1). Moreover, *Fezf2,* a well-known master transcription factor important for corticospinal neuron development, showed a strong trend toward diminished expression in *Map2k1/2;Neurod6-Cre* mutants (Chen et al., 2005; Chen et al., 2005; Molyneaux et al., 2005). 

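*Etv1* and 4 other layer 5 genes of the study's table fell in *Map2k1/2;Neurod6-Cre* cortex at P14. *Etv1*, an ETS-family transcription factor of layer 5 neurons, fell from a log2 value of 10.67 ± 0.06 (SD, n = 3) in controls to 9.91 ± 0.18 (SD, n = 3) in mutants, a change of -0.76 (standard error 0.11, adjusted p = 0.0282). *Adcyap1*, which encodes the neuropeptide PACAP, fell by 1.45 on the log2 scale (standard error 0.21, adjusted p = 0.0260). The ETS factor *Etv5*, the thyroid hormone-binding crystallin *Crym* and the opsin *Opn3* also fell, by 1.06 (adjusted p = 0.00469), 1.19 (adjusted p = 0.00671) and 0.96 (adjusted p = 0.0286), and so did *Lmo4*, a LIM-domain transcriptional regulator present in several layers, by 0.80 (adjusted p = 0.0178).

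Of the 23 genes that Figure 2—source data 1 assigns to layer 5, 5 were called lower and none higher at P14, and 13 were lower and 1, the neurofilament gene *Nefh*, higher when adjusted over the list alone. The paper describes them as known layer genes and prints their values from these arrays, which had been seen when the list was fixed here, so the count is not independent evidence of direction. *Ldb2*, a LIM-domain binding cofactor, changed by -1.14 (standard error 0.21) and *Dkk3*, a secreted Wnt modulator, by -0.78 (standard error 0.18), and neither passed the adjusted test over all mice (adjusted p = 0.0650 and 0.117). In the fit with mice 1 and 2 as a block their adjusted p was 5.35e-04 and 0.00494. *Bcl11b*, the transcription factor CTIP2 of subcerebral neurons, differed by 0.14 (adjusted p = 0.868), *Pcp4* by -0.09 and *Nefh* by 0.59 (adjusted p = 0.0905, and 0.00276 with the block), and with the block 10 of the 23 were called lower and 1, *Nefh*, higher. The paper counted layer 5 cells with CTIP2 protein, which were fewer in motor and sensory but not in visual cortex. RNA of cortical tissue from all layers does not test that count. As a group, the 23 genes had a mean log2 change of -0.48 (camera adjusted p = 6.40e-15). With an estimated correlation the list was not called (adjusted p = 0.129). By limma's fry, which tests the list alone, it was called (adjusted p = 0.0311). The mean was -0.43 within mice 9 to 12 and -0.58 for mouse 1 minus mouse 2. The mean of the list, relative to the average of the controls, was between -0.54 and -0.37 in the 3 mutants and between -0.16 and 0.21 in the 3 controls. Over the 4 measured genes that the study assigns to several layers, of which *Lmo4* and the phosphatase gene *Ptpru* (-0.62, adjusted p = 0.0245) were called lower, as were 3 with the block, and 3 were lower when adjusted over the list alone, the mean was -0.43 (adjusted p = 6.12e-06, and adjusted p = 0.0505 with an estimated correlation).

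At P9, *Adcyap1* fell from 7.88 ± 0.18 (SD, n = 2) to 6.61 ± 0.10 (SD, n = 2), a change of -1.28 (adjusted p = 0.0472, and 0.125, 0.239 and 0.216 without control 2, mutant 1 or mutant 4), and was the 1 called gene of the 23. *Opn3* changed by -1.52 (adjusted p = 0.114), *Nts*, the neuropeptide neurotensin, by -1.41 (adjusted p = 0.0809), *Etv1* by -0.88 (adjusted p = 0.0715) and *Crim1* by -0.86 (adjusted p = 0.0806). When adjusted over the list alone 14 were lower. The mean at P9 was -0.57 (adjusted p = 1.42e-14, and adjusted p = 0.305 with an estimated correlation). *Nts* at P14 differed by 0.04. No gene had a difference between the changes at P9 and P14 at an adjusted p under 0.05 (0 of 19938 genes, limma interaction term, and 849 at an unadjusted p under 0.05), so a call at 1 age alone does not show a difference between ages. Leaving out 1 P14 mouse at a time kept the call of *Etv5* each time (adjusted p up to 0.0459), ended that of *Crym* without mutant 11 (0.0571), and ended those of *Adcyap1*, *Opn3* and *Lmo4* without control 10, control 12, mutant 9 or mutant 11 (up to 0.140, 0.158 and 0.125) and those of *Etv1* and *Ptpru* also without control 2 (up to 0.155 and 0.153).

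**Figure D1:**
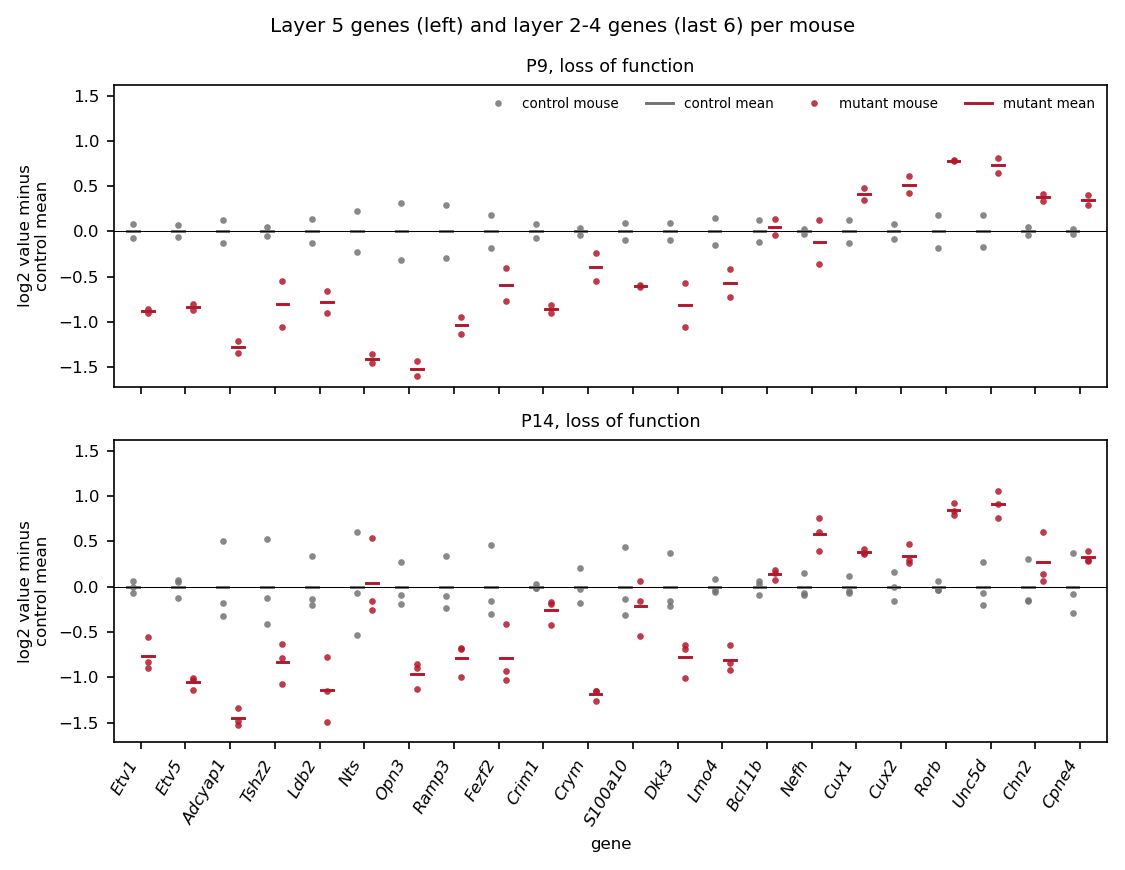
Log2 value minus the control mean (vertical axis) of 16 layer 5 genes, *Lmo4* among them, followed by 6 genes of layers 2 to 4 (horizontal axis), in P9 and P14 cortex. Grey points are control mice, red points *Map2k1/2;Neurod6-Cre* mice and bars the group means. The bar of *Adcyap1* lies at -1.28 at P9 and -1.45 at P14, and that of *Bcl11b* at 0.05 and 0.14. The genes are a selection, and the 6 of layers 2 to 4 had the highest P14 changes of the 21 in their list. Of those 21, 8 had a P14 change below 0, such as *Tmtc4* (-0.37), and none of these is shown. All 10 layer 5 genes lower at the paper's thresholds at P14 are shown, while other members of the 23 are left out.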

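*Fezf2* had lower mean values in mutant cortex at both ages and did not pass the adjusted test at either. Its P14 log2 value was 10.06 ± 0.40 (SD, n = 3) in controls and 9.27 ± 0.33 (SD, n = 3) in mutants, a difference of -0.79 (standard error 0.23, 95% confidence interval -1.33 to -0.25, adjusted p = 0.259 from limma). The adjusted p was 8.34e-04 with mice 1 and 2 as a block, within mice 9 to 12 the difference was -0.75 (adjusted p = 0.00602), and for mouse 1 minus mouse 2 it was -0.87. With sex as a covariate, which leaves male mutant 1 against the controls, it was -0.41. The P9 value was 8.64 ± 0.25 (SD, n = 2) in controls and 8.05 ± 0.26 (SD, n = 2) in mutants, a difference of -0.59 (standard error 0.17, adjusted p = 0.333). *Sox5*, a SOX-family factor of deep-layer neurons, differed by -0.31 (adjusted p = 0.164) at P14, and the layer 6 transcription factor *Tbr1* by -0.34 (adjusted p = 0.301).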

The gene profiling results provide further support for a specific loss of layer 5 neurons possibly due to cell death or altered fate specification in *Map2k1/2* mutant mice.

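Genes that the paper does not name were called in both directions in mutant P14 cortex. After *Neurod6*, the lowest called genes were the GABA-A receptor subunit *Gabra5*, the prohormone convertase *Pcsk1* (-2.06, adjusted p = 0.00167), the immediate early gene *Arc*, the secreted neuronal protein *Tafa1* (-1.94, adjusted p = 0.00722), the membrane protein *Tmem196* (-1.91, adjusted p = 9.17e-04), the upper-layer marker *Lamp5*, the nuclear receptor *Nr4a1* and the neuronal adaptor *Shc3* (-1.70, adjusted p = 9.17e-04). The cation channel *Trpc5*, the palmitoyltransferase *Zdhhc23* and the calcium/calmodulin-dependent kinase *Camk1g* fell by 1.68, 1.66 and 1.66. The highest were *Abi3bp*, an extracellular matrix-binding protein, which rose by 1.78 (standard error 0.12, adjusted p = 0.00186), *Atp6ap1l* (1.61, adjusted p = 0.00357), the polo-like kinase *Plk5* (1.49, adjusted p = 0.0168), the protease *Bace2* (1.397, adjusted p = 0.0420), the orphan receptor *Gpr153* (1.39, adjusted p = 0.00251) and the GLP-2 receptor *Glp2r* (1.35, adjusted p = 0.00167). *Akr1c18*, a steroid dehydrogenase, differed by 1.49 (adjusted p = 0.0899).

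In all, 217 of 19938 genes were called at P14, 78 higher and 139 lower, and 330 passed the paper's thresholds, 115 higher and 215 lower. At an unadjusted p under 0.05 there were 1681 genes, where 996.9 are expected with no effect, and in 2718 genes (13.6%) no mutant overlapped a control, where chance gives 10%. With mice 1 and 2 as a block 1333 genes were called, and within mice 9 to 12 984. The block leaves every log2 change as it is, since each set holds as many mutants as controls. With sex as a covariate, which leaves 1 mutant against the controls, 38 genes were called. Leaving out 1 mouse gave 137 genes without control 2, 42 without control 10, 39 without control 12, 304 without mutant 1, 39 without mutant 9 and 27 without mutant 11. With no moderation of the variance 18 genes were called, with quantile normalization 341 and with all groups of the table in 1 fit 480. Of the 59 genes named by rule and called, 14 were called without each mouse in turn, *Abi3bp*, *Atp6ap1l*, *Glp2r*, *Gpr153*, *Pcsk1*, *Shc3*, *Tmem196* and *Zdhhc23* among them. *Tafa1* lost its call without mutant 9 (0.0532) and *Trpc5* and *Camk1g* without mutant 9 or mutant 11 (up to 0.0604 and 0.0573). That of *Plk5* was lost without control 10, control 12, mutant 9 or mutant 11 (up to 0.118), and that of *Bace2* without control 2, control 10, control 12 or mutant 9 (up to 0.192).

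In P9 cortex 15 genes were called, 5 higher and 10 lower, and 221 passed the paper's thresholds. *Cbln1*, a synaptic organizer, fell by 1.92, *Shc3* by 1.69 and the glycosyltransferase *Galnt9* by 1.52, while *Bace2* rose by 1.46 (adjusted p = 0.0315 for each). The neuropeptide precursor *Vgf* changed by -1.77 (adjusted p = 0.0315). *Tmem196* changed by -1.55 and *Glp2r* by 1.13 (adjusted p = 0.0468 for both). No P9 gene was called without mutant 1 or without mutant 4, 5 were called without control 2 and 13 without control 3. With no moderation of the variance none was called (120 at the paper's thresholds), and 235 were called with trended and robust moderation, 47 with the filter on dim probe sets, 42 with all groups of the table in 1 fit and 7 with the mean of probe sets. Of the 217 genes called at P14, 209 (96.3%) had the same sign at P9 in other mice and 3.7% the opposite sign, against 43.7% opposite over all genes. The 95% Wilson interval of the same-sign share, 92.9% to 98.1%, takes the genes as independent, so it does not measure the spread between mice. The correlation of the log2 changes of the 217 genes was 0.839 across genes, which are not independent replicates (0.412 over all genes).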

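Beyond the study's own layer table, 2 of 21 other markers of subcerebral neurons were called lower in P14 mutant cortex. *Bcl6*, a transcriptional repressor, and *Grb14*, a receptor adaptor, fell by 0.69 (adjusted p = 0.0284) and 0.72 (adjusted p = 0.0430). No member was called higher, though 6 of the 21 had higher means in mutants, and 5 were lower when adjusted over the list alone. With mice 1 and 2 as a block 6 were called lower and none higher. The list had a mean log2 change of -0.22 at P14 (adjusted p = 9.14e-07, and adjusted p = 0.160 with an estimated correlation), -0.15 within mice 9 to 12 and -0.36 for mouse 1 minus mouse 2, and of -0.26 at P9 (adjusted p = 1.05e-04, and adjusted p = 0.305 with an estimated correlation). Its serotonin receptor *Htr2c* differed by -0.71 at P14 (adjusted p = 0.146, and -1.08 with sex as a covariate) and by -1.71 at P9 (adjusted p = 0.0715). Both calls were lost without control 2, control 10, control 12, mutant 9 or mutant 11 (adjusted p up to 0.167 for *Bcl6* and 0.233 for *Grb14*).

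None of the 6 genes assigned to layer 6 in Figure 2—source data 1 was called at P14 (limma; 2 higher and 2 lower at an unadjusted p under 0.05, and mean 0.04, adjusted p = 0.590). Among them, *Wnt7b* differed by 0.48 (adjusted p = 0.0744) and *Tle4*, a corepressor of corticothalamic neurons, by -0.64 (adjusted p = 0.303). The block turned 4 of the 6 into calls, with *Wnt7b* (adjusted p = 0.00556) and *Ppp1r1b* (0.0194) higher and *Tle4* (0.00158) and *Tbr1* (0.0142) lower. With sex as a covariate, which leaves mutant 1 alone against the controls, *Tle4*, *Tbr1* and *Ppp1r1b* differed by -0.33, -0.16 and 0.21 (adjusted p = 0.685, 0.685 and 0.701). Of 18 other layer 6 and subplate markers, the hormone precursor *Trh* rose by 0.67 (adjusted p = 0.0249, and up to 0.142 with 1 mouse left out, where only the arrays without mutant 1 kept the call), none was called lower, and the list mean was 0.01 and its median -0.01 (adjusted p = 0.988). The neurotensin receptor *Ntsr1* differed by 0.99 (adjusted p = 0.197, and 0.00140 with mice 1 and 2 as a block), and 4 of the 18 were called higher and 3 lower with the block. At P9 the 6 genes had a mean of 0.00 (adjusted p = 0.963) and the 18 one of -0.06 (adjusted p = 0.892).

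Of 18 measured apoptosis genes none was called at P14 by limma and none had an unadjusted p under 0.05. Their mean log2 change was -0.06 (adjusted p = 0.122, and 0.345 from fry). The paper observed cell death as caspase activation, mainly in layer 5, during the first postnatal week. Transcripts of P14 cortical tissue do not test it. Markers of other cell types were measured beside the neuronal genes. Of 24 interneuron markers, *Crhbp*, a CRH-binding protein, fell by 0.65 (adjusted p = 0.0490, lost with any mouse but mutant 1 left out, up to 0.265), none was called higher, 3 were called lower with the block, and the mean was -0.05 and the median 0.11 (adjusted p = 0.995). Astrocyte markers had a mean of -0.00 (adjusted p = 0.995, and 0.0289 without mutant 1), markers of oligodendrocytes and myelin one of 0.11 (adjusted p = 0.0920, with 1.84e-04 without control 12 and 5.54e-06 without mutant 11) and those of oligodendrocyte precursors one of 0.07 (adjusted p = 0.395, and 0.0161 without mutant 11). Endothelial and pericyte markers had a mean of -0.26 (adjusted p = 8.38e-06, and adjusted p = 0.371 with an estimated correlation, -0.11 without control 2) and microglia markers one of -0.14 (adjusted p = 0.0420, and adjusted p = 0.734 with an estimated correlation). The microglia mean turned above 0 without control 2 (0.025) or mutant 11 (0.024), and its call was lost without mutant 9 (adjusted p = 0.153). No member of these 5 lists of glial and vascular markers was called by limma over all 6 mice, while with the block 4 endothelial and pericyte markers (such as *Rgs5*, adjusted p = 0.00534, with -0.67 over all mice and -0.29 with sex as a covariate), 2 microglia markers (such as *Cd68*, adjusted p = 0.0168, with -0.36 and 0.07) and 1 astrocyte marker were called lower. At an unadjusted p under 0.05, 1 astrocyte marker was higher and 4 endothelial and pericyte markers lower. Relative to the average of all controls, the microglia mean in mutants 1, 9 and 11 was 0.28, -0.23 and -0.46 and the endothelial mean 0.01, -0.36 and -0.44. The astrocyte mean was 0.21, -0.08 and -0.13 and the oligodendrocyte and myelin mean 0.29, 0.16 and -0.10. Within mice 9 to 12 these 4 means were, in the same order, -0.18, -0.25, -0.05 and -0.07. For mouse 1 minus mouse 2 they were -0.05, -0.28, 0.10 and 0.48, and *Rgs5* and *Cd68* differed there by -0.44 and -0.37. The paper takes its profiling as further support, beside its cell counts and tract labeling, for a specific loss of layer 5 neurons, possibly through cell death or altered fate specification.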

### ERK/MAPK signaling is necessary for corticospinal axon extension

The loss of layer 5 neurons following deletion of *Map2k1/2* could be due to an early disruption in the initial specification of this neuronal subtype. During layer 5 neuron development, *Neurod6-Cre* is not expressed until neurons are post-mitotic (Goebbels et al., 2006; Wu et al., 2005). However, it remained possible that post-mitotic stages of embryonic layer 5 neuron specification were altered during embryogenesis. In newborn mutant pups, we found that the expression and number of CTIP2^+^ neurons in presumptive layer 5 was not diminished following *Map2k1/2* deletion (Figure 3A–C). Thus, ERK/MAPK signaling is not required for the initial establishment of the correct numbers of the CTIP2^+^ deep-layer neuron population.

**Figure 3.**
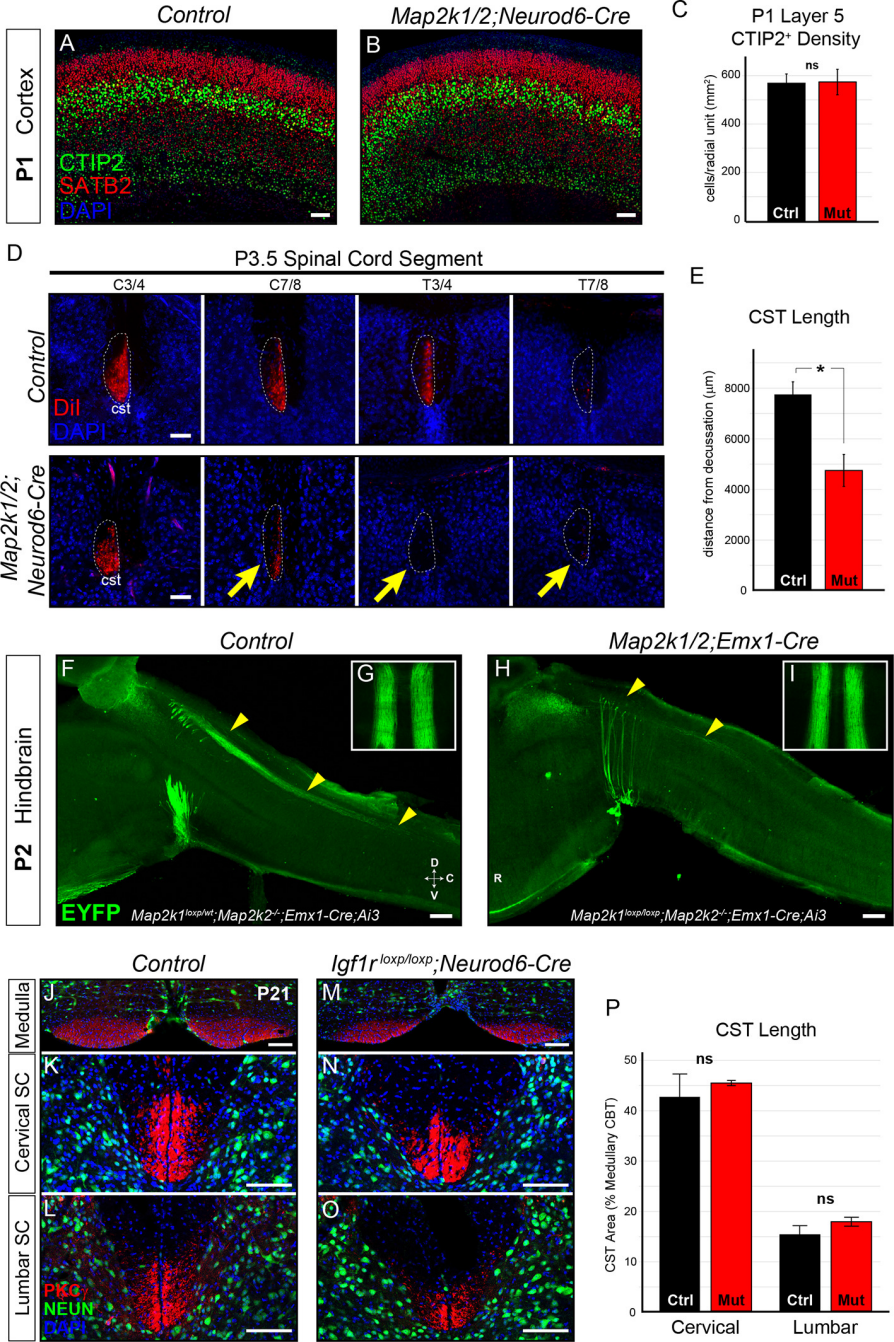
Layer 5 neuron corticospinal axon outgrowth requires ERK/MAPK signaling in vivo. (**A–C**) Expression of a well-known master transcription factor for layer 5 neurons, CTIP2, was intact in cortical layer 5 as shown in representative confocal images of newborn control (**A**) and *Map2k1/2;Neurod6-Cre* (**B**) sensorimotor cortices (scale bar=50 µm). Quantitation of the number of CTIP2-expressing nuclei in cortical layer 5 (**C**) did not reveal a significant difference in CTIP2^+^ neuron density between control and mutant neonates (n=3, mean ± SEM, p=0.89). (**D–E**) In vivo DiI injections into the sensorimotor cortex of P0.5 control and *Map2k1/2;Neurod6-Cre* neonates were performed and mice were collected three days after injection. The extent of anterograde DiI labeling was analyzed in coronal sections through the spinal cord (**D**). We observed a significant decrease in the extent of corticospinal (cst) elongation in mutant mice, especially in the lower cervical/thoracic spinal cord segments (yellow arrows in **D**) (n=3, scale bar=100 µm). Quantitation of CST length relative to the medullary decussation revealed a significant decrease in corticospinal axon growth in mutant spinal cords (**E**) (n=3, mean ± SEM, *p=0.02). (**F–I**) The initial stages of corticospinal elongation in the dorsal spinal cord can be visualized in sagittal sections of the caudal medulla and rostral spinal cord from P2 *Emx1-Cre;Ai3* mice. Immunoenhancement of the *Ai3* reporter with an EGFP antibody clearly shows that the caudal extension of corticospinal axons (yellow arrowheads) is profoundly reduced in P2 *Map2k1^loxp/loxp^;Map2k2^-/-^;Emx1-Cre;Ai3* mutant mice (**H**) when compared to *Map2k1^loxp/wt^;Map2k2^-/-^;Emx1-Cre;Ai3* controls (**F**) (n=3, scale bar=200 µm). Whole mount visualization of the CST coursing through the ventral medulla in control (**G**) and mutant (**I**) hindbrains did not reveal an overt difference in corticospinal growth (n=3). (**J**–**P**) Compared to control mice (**J–L**), *Neurod6-Cre* mediated deletion of *Igf1r* did not alter the relative area of PKCγ labeling in the cervical (**K**, **N**, **P**) or lumbar (**L**, **O**, **P**) CST compared to the medullary CBT (**J**, **M**) in mutant mice (**M–O**) at P21 (n=3, scale bar=50 µm). **DOI:** http://dx.doi.org/10.7554/eLife.11123.008

**Figure 3—figure supplement 1.**
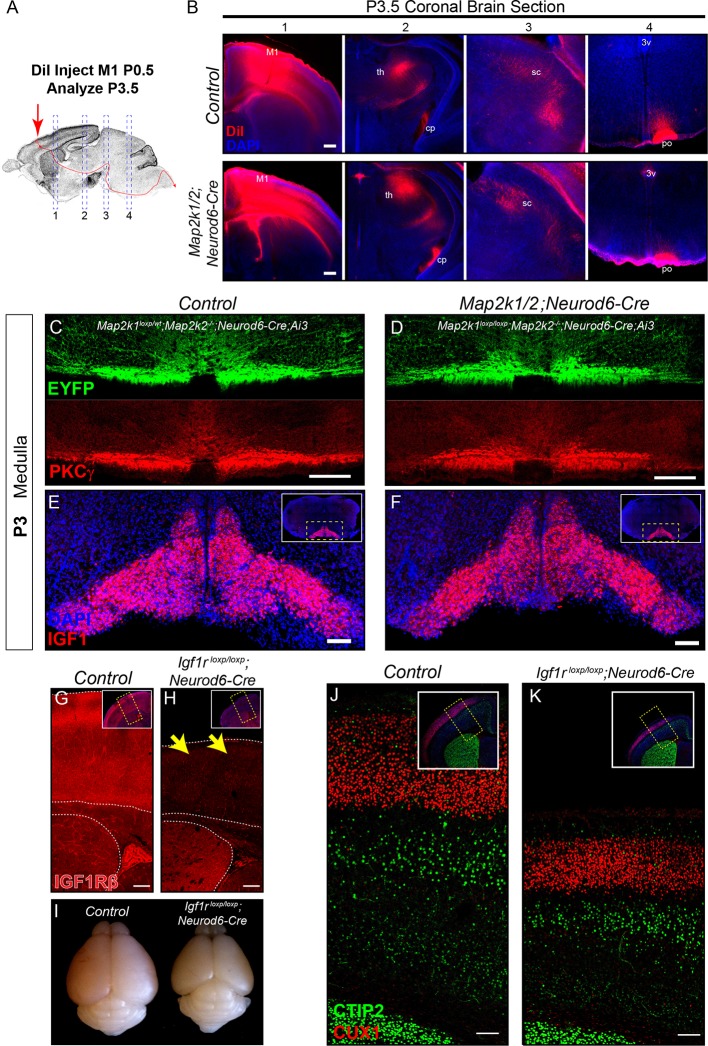
The rostrocaudal elongation of layer 5 axons in the spinal cord requires ERK/MAPK, but not IGF1R, signaling. (**A–B**) In vivo DiI injections into the sensorimotor cortex were performed in P0.5 control and *Map2k1/2;Neurod6-Cre* neonates to label subcortical projection neuron afferents (**A**). Mice were collected three days after injection and the extent of DiI labeling in multiple subcortical targets was analyzed in coronal sections through the brain (**B**). A substantial difference in the innervation of the thalamus (th), cerebral peduncle (cp), superior colliculus (sc), or pons (po) was not detected in mutants (**B**) (n=3, scale bar=100 µm). C-D. Cross sections through the medulla were labeled with EYFP and PKCγ in P3 control (**C**) and *Map2k1/2;Neurod6-Cre;Ai3* mutant (**D**) hindbrains. No overt change in CST size was detected in mutant mice, providing evidence that cortical layer 5 axon outgrowth to the hindbrain does not require ERK/MAPK signaling (n=3, scale bar=100 µm). (**E–F**) At P3, IGF1 expression is high in the inferior olive adjacent to the location of the developing CST in control neonates (**E**). *Map2k1/2;Neurod6-Cre* mutants did not exhibit a qualitative difference in IGF1 expression (**F**) (n=3, scale bar=100 µm). (**G–K**) A substantial loss of IGF1Rβ protein expression (yellow arrows) was observed in the developing cortex of *Igf1r^loxp/loxp^;Neurod6-Cre* mutant mice (**H**) when compared to controls (**G**) (scale bar=200 µm). The loss of IGF1R signaling led to a relatively reduced brain size when compared to P7 littermates (**I**), but had no effect on the expression of CTIP2 or CUX1 in the sensorimotor cortex of *Igf1r^loxp/loxp^;Neurod6-Cre* mutants (**K**) relative to controls (**J**) (n=3) (scale bar=100 µm). **DOI:** http://dx.doi.org/10.7554/eLife.11123.009

By P3 in wild-type neonates, corticospinal axons have projected through the ventral hindbrain, crossed the midline at the medullary/spinal cord boundary, and are extending into cervical spinal cord through the dorsal funiculus (Schreyer and Jones, 1982). We asked whether ERK/MAPK signaling was required for the initial outgrowth of corticospinal projections in vivo. In vivo DiI injections into the motor cortex of P0.5 neonates were performed to assess subcortical axon growth, especially into the spinal cord (Figure 3—figure supplement 1A). Strikingly, analysis of anterogradely labeled axonal projections at P3-4 revealed a highly significant decrease in the extension of corticospinal axons into the lower cervical/upper thoracic segments of spinal cord (Figure 3D–E). Moreover, a profound decrease in the caudal extension of descending corticospinal axons into the spinal cord of P2 *Map2k1/2;Emx1-Cre;Ai3* mice was also observed (Figure 3F,H). DiI, PKCγ, and Ai3 labeling of subcortical projections in *Map2k1/2;Neurod6-Cre* and *Map2k1/2;Emx1-Cre* mice revealed that layer 5 neuron growth into the tectum and pons/medulla was not significantly decreased (Figure 3G,I; Figure 3—figure supplement 1A–D). These data demonstrate that the initial growth of corticospinal axons to the level of the hindbrain is not significantly disrupted in *Map2k1/2* mutants, however, ERK/MAPK signaling is clearly necessary for corticospinal axon elongation into the spinal cord.

In vitro studies have demonstrated that IGF1 signaling acting via PI3K and ERK/MAPK promotes corticospinal axon outgrowth in vitro (Özdinler and Macklis, 2006). IGF1 is also focally and intensely expressed in the medulla in the presumptive inferior olivary nucleus during the precise developmental time frame (P1 – P2) that CST axons normally enter the spinal cord (Figure 3—figure supplement 1E). IGF1 expression is temporally regulated, being present by E18 and much diminished by P14 (data not shown). *Map2k1/2* deletion in CST axons does not affect IGF1 expression by these cells (Figure 3—figure supplement 1E–F). Thus, IGF1 may act via ERK/MAPK within corticospinal neurons to regulate corticospinal outgrowth.

We functionally tested whether cortical neuron specific loss of IGF1R would disrupt the CST development by generating *Igf1r^loxp/loxp^;Neurod6-Cre* mutants (Liu et al., 2009). Total body weight and brain size were significantly reduced in *Igf1r^loxp/loxp^;Neurod6-Cre* mutants (Figure 3—figure supplement 1I) and a clear loss of IGF1R immunoreactivity was observed in P7 *Igf1r^loxp/loxp^;Neurod6-Cre* cortices (Figure 3—figure supplement 1G–H). However, the expression of CTIP2 in layer 5 was not significantly altered (Figure 3—figure supplement 1J–K). Further, PKCγ labeling of the CST in the cervical and lumbar spinal cord did not reveal a significant difference in rostrocaudal extension in *Igf1r^loxp/loxp^;Neurod6-Cre* mutants (Figure 3J–P). These data suggest that direct regulation of ERK/MAPK in layer 5 neurons by IGF1R signaling is not a significant regulator of neuronal survival and CST development in vivo.

### Caspase-3 activation in Layer 5 neurons after ERK/MAPK deletion

By P3 we noted a dramatic increase in the number of activated caspase-3 labeled neurons in layer 5 in *Map2k1/2;Neurod6-Cre* mutants when compared to controls (Figure 4A–C). Modest caspase-3 activation was also observed in layer 6, but not in upper layers 1–4 (Figure 4C). In line with the elevation of caspase-3 activity, we observed IBA1^+^ microglia in P3 *Map2k1/2;Neurod6-Cre* cortices with a ramified morphology that appeared to be engulfing CTIP2^+^ neurons (Figure 4D–E). To further confirm the absence of corticospinal neurons, we retrogradely labeled corticospinal projection neurons by injecting DiI into the cervical spinal cord in *Map2k1/2;Neurod6-Cre* neonates at P3, the time point when dying cells could initially be detected in the cortex. Analysis of retrogradely labeled corticospinal neurons in the primary motor cortex at P7 revealed a significantly reduced number of DiI labeled cells consistent with the death of these neurons during this time period (Figure 4F–G). Interestingly, retrograde DiI labeling of P5 layer 5 neurons that project into the contralateral hemisphere did not reveal a substantial decrease in P9 mutants relative to controls (Figure 4H–I). These data indicate that loss of *Map2k1/2* results in overt caspase-3 activation and corticospinal neuron death that can be first detected at P3-4.

**Figure 4.**
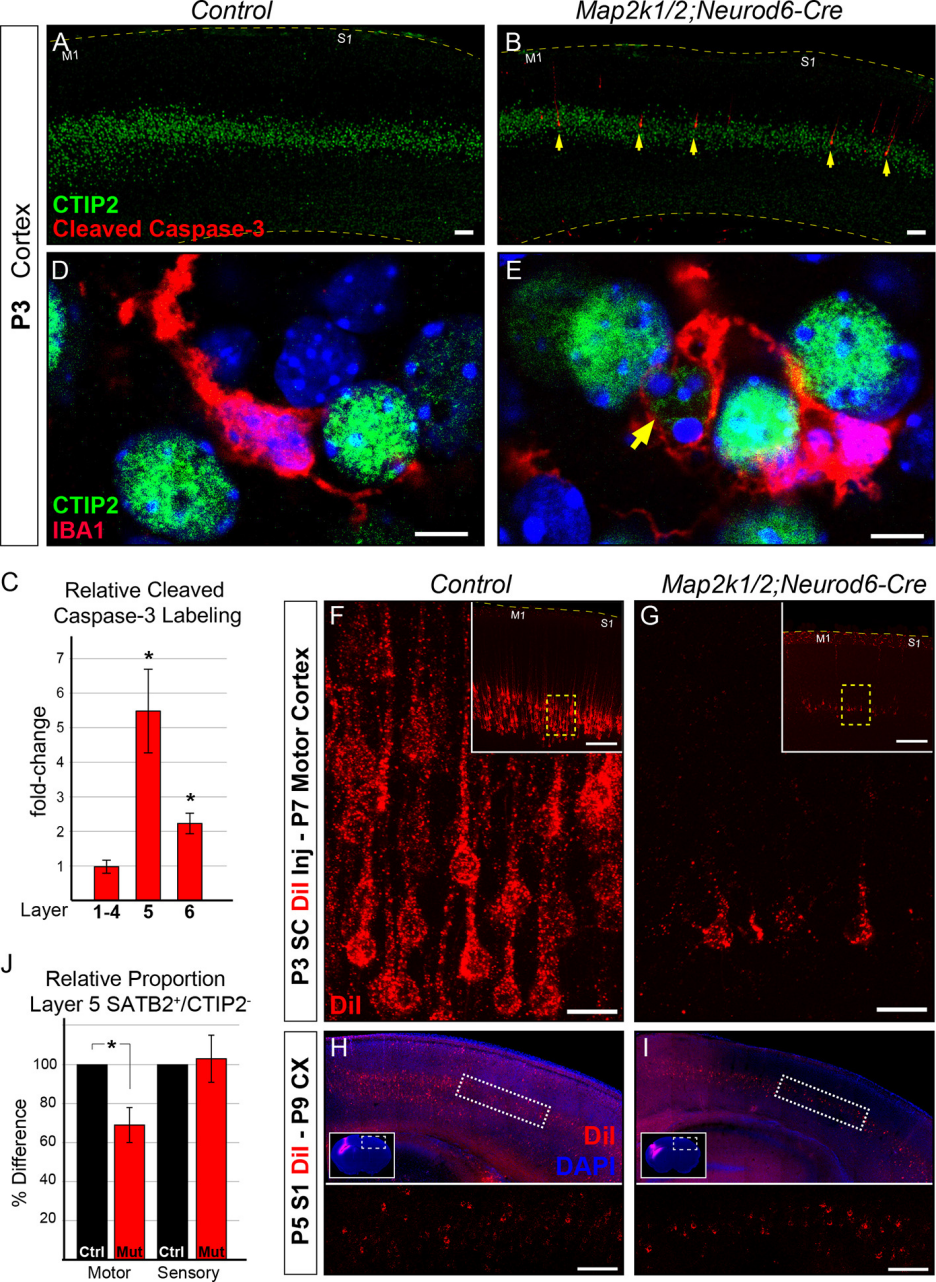
Initiation of layer 5 neuron death by P3 in *Map2k1/2;Neurod6-Cre* mutants. (**A–B**) Representative confocal images of immunolabeling for cleaved activated caspase-3, a well-known marker of neuronal apoptosis in P3 control (**A**) and *Map2k1/2;Neurod6-Cre* (**B**) sensorimotor cortices. Note the extensive increase in the number of activated caspase-3^+^ cells co-labeled with CTIP2 in layer 5 of mutant cortices (B, yellow arrows) (n=4, scale bar=50 µm). (**C**) Quantification of activated caspase-3^+^ cells in upper layers (layer 1–4), layer 5 (CTIP2^+^) and layer 6 revealed a pronounced elevation in the number of apoptotic cells in layer 5 in P3 *Map2k1/2;Neurod6-Cre* mice relative to controls. The numbers of activated caspase-3^+^ cells are comparable in upper layers and doubled in layer 6 relative to controls. (n=4, mean ± SEM, * p<0.05) D-E. Relative to controls (**D**), many microglia (IBA1^+^) were observed with processes surrounding CTIP2 labeled neurons in layer 5 of mutant cortices (**E**) (n=3, scale bar=5 µm). F-G. Retrograde labeling of corticospinal neurons at P3 via DiI injection into the cervical spinal cord revealed a substantial reduction in the number of DiI labeled neuronal bodies in mutant (**G**) sensorimotor cortices at P7 when compared to controls (**F**) (n=3, scale bar=20 µm). (**H–I**) Retrograde labeling of layer 5 neurons that project into the contralateral hemisphere by injection of DiI in contralateral cortices, did not reveal an obvious loss in mutant (**I**) mice when compared to controls (**H**) (n=3, scale bar=100 um). (**J**) Quantification of the relative number of layer 5 SATB2^+^/CTIP2^-^ neurons as a proportion of the total number of NEUN^+^ neurons in a cortical column revealed a substantial decrease in motor, but not sensory, cortices in mutant mice (n=3, mean ± SEM, *p=0.003). **DOI:** http://dx.doi.org/10.7554/eLife.11123.010

We examined the possibility that transformation of CTIP2^+^ corticospinal neurons into an alternative phenotype during the neonatal period contributes to the reduction in CTIP2^+^ layer 5 neuron number observed at P14. We tested whether CTIP2^+^ layer 5 neurons might be transforming into a callosal phenotype by quantifying the proportion of cortical neurons that express SATB2, an important transcription factor for the differentiation of callosal neurons (Alcamo et al., 2008; Britanova et al., 2008). Since SATB2 is coexpressed by a minority of CTIP2^+^ neurons and SATB2 plays a transient role in corticospinal differentiation, we only assayed SATB2^+^ layer 5 neurons that were CTIP2^-^ (Leone et al., 2015; McKenna et al., 2015). A significant decrease in the proportion of SATB2^+^/CTIP2^-^ neurons in layer 5 could be detected in motor cortex, but not sensory cortex, in P14 *Map2k1/2;Neurod6-Cre* mice when compared to controls (Figure 4J). These findings demonstrate that the reduced number of CTIP2^+^ neurons in layer 5 does not coincide with a compensatory increase in the proportion of SATB2^+^/CTIP2^-^, presumably callosal, layer 5 neurons.

### Gain-of-function ERK/MAPK signaling reduces CST elongation, but enhances branching

Many neurodevelopmental syndromes that involve mutations in canonical members of the ERK/MAPK cascade exhibit enhanced ERK/MAPK activity (Rauen, 2013). Thus, we assessed effects of hyper-activation of the ERK/MAPK pathway on developing cortical excitatory circuits. A Cre-dependent constitutively-active *Map2k1^S217/222Q^ (ca-Map2k1*) overexpressing line was crossed with *Neurod6-Cre* and *Emx1-Cre* mice to induce gain-of-function ERK/MAPK signaling (Krenz et al., 2008). Immunolabeling for MAP2K1 confirmed overexpression of the *ca-Map2k1* allele in the *ca-Map2k1;Neurod6-Cre* cortex (Figure 5—figure supplement 1). In contrast to the loss-of-function mutants, *ca-Map2k1;Neurod6-Cre* mice are viable and able to breed, but are reduced in weight. Adult male control mice weighed 41.01 ± 1.17g while mutants were 27.68 ± 0.67g (mean ± SEM, n=14 controls, 11 mutants). *Ca-Map2k1;Emx1-Cre* are viable and grossly normal, but exhibit lethality between 6 and 10 weeks of age.

We first asked whether ERK/MAPK hyperactivation led to defects in lamination, particularly in layer 5. CTIP2 labeling of mature sensorimotor cortices showed no overt defects in the specification or number of layer 5 neurons in *ca-Map2k1;Neurod6-Cre* mice (Figure 5A–C). Based on our previous results, we hypothesized that hyperactivation of ERK/MAPK would lead to enhanced corticospinal axon growth into the spinal cord. In vivo DiI injections of P0.5 motor cortices were performed to assess the extent and pattern of layer 5 subcortical axon outgrowth. Innervation of the thalamus and medulla appeared normal in P3.5 gain of function mutants (Figure 5D). Surprisingly, we detected a marked decrease in the initial extension of DiI labeled corticospinal afferents into the spinal cord in P3-4 *ca-Map2k1;Neurod6-Cre* mutants (Figure 5D–E). Further, genetic labeling of corticospinal projections revealed a significantly diminished CST size in the spinal cord dorsal funiculus of both *ca-Map2k1;Neurod6-Cre* and *ca-Map2k1;Emx1-Cre* mutants (Figure 6—figure supplement 1A–C). These data show that enhanced ERK/MAPK signaling results in a decrease in the elongation of corticospinal axons into the spinal cord that persists into adulthood.

**Figure 5.**
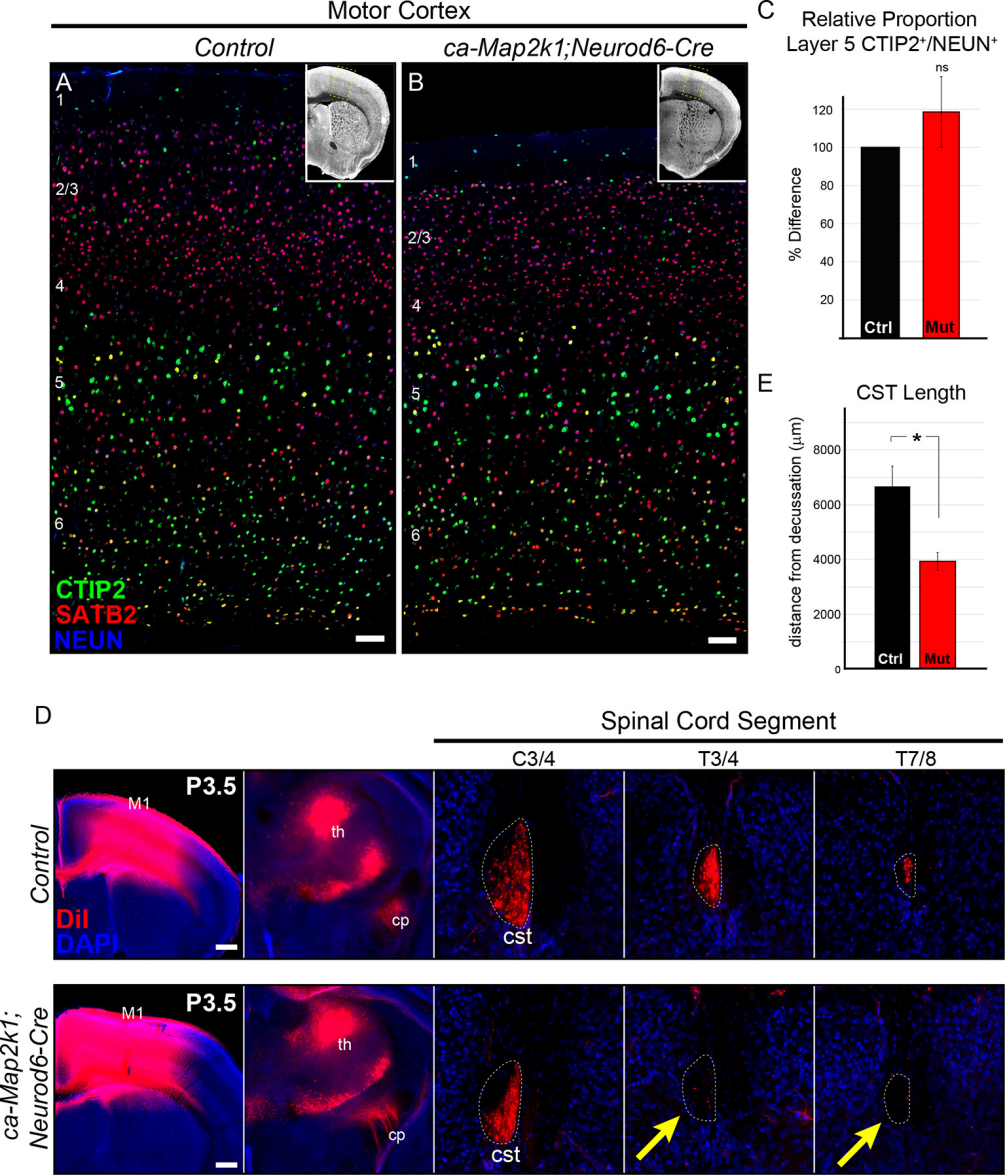
Gain of function ERK/MAPK signaling in *ca-Map2k1;Neurod6-Cre* mice decreases corticospinal extension into the spinal cord. (**A–C**) Representative confocal images of sensory cortices show that the expression and distribution of the callosal projection neuron marker, SATB2, and subcerebral projection neuron marker, CTIP2, in *ca-Map2k1;Neurod6-Cre* forebrains (**B**) appears normal when compared to littermate controls (**A**) (n=4, scale bar=100 µm). The relative proportion of CTIP2^+^ layer 5 neurons as a percentage of NEUN^+^ neurons within a radial unit did not show a significant difference between adult mutant and control motor cortices (**C**) (n=3, mean ± SEM, p=0.2). (**D–E**) In vivo DiI injections into P0 neonates were performed to label corticospinal axons during initial stages of elongation into the spinal cord (**D**). Analysis of DiI labeling in the spinal cord dorsal funiculus at P3 revealed a significant decrease in the extent of axonal elongation in mutant spinal cords relative to controls (**E**) (n=3, mean ± SEM, *p=0.033, scale bar=100 µm). **DOI:** http://dx.doi.org/10.7554/eLife.11123.011

**Figure 5—figure supplement 1.**
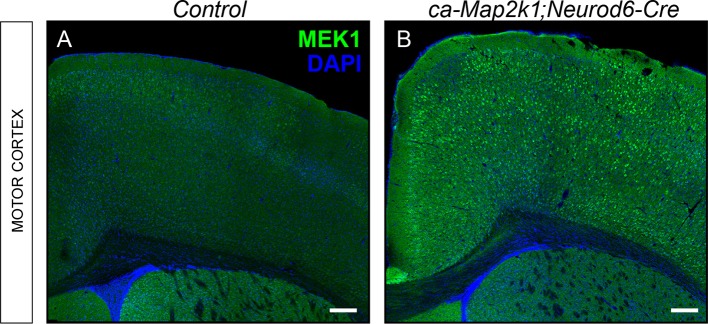
Mouse model for excitatory neuron specific gain-of-ERK/MAPK signaling in the cortex. (**A–B**) Representative confocal images of forebrain sections from controls (**A**) and *ca-Map2k1;Neurod6-Cre* mutants (**B**) demonstrate that the expression of MAP2K1 is substantially higher in excitatory neurons across all layers of the cortex, but not in the striatum (n=4, scale bar=100 µm). **DOI:** http://dx.doi.org/10.7554/eLife.11123.012

We tested whether the final pattern of axonal elongation and arborization was altered in *ca-Map2k1;Neurod6-Cre* mutants using a Cre-dependent, *tdTomato*-expressing viral vector (AAV5-CAG-FLEX-tdTomato). Following unilateral injection of AAV into primary motor cortex at P1, the extent of axonal labeling was assessed in the white matter tract and grey matter in hindbrain (Figure 6A–F) and spinal cord (Figure 6G–J) sections. To determine the amount of axonal elongation that occurred between the hindbrain and the spinal cord, high resolution confocal imaging and measurement of axonal RFP labeling in the white matter of the hindbrain corticobulbar tract (CBT, Figure 6C–D) and cervical spinal cord CST (Figure 6I–J) was performed. We then calculated the amount of RFP labeling in the spinal cord white matter tract relative to the amount of labeling in the hindbrain white matter tract within individual mice to provide a measure of axonal elongation. While control mice showed little reduction in the extent of labeling in the spinal cord white matter tract relative to the hindbrain, *ca-Map2k1;Neurod6-Cre* mutant mice exhibited a significant 60.14 ± 8.3% reduction in labeling in the spinal cord CST relative to the hindbrain (Figure 6M). These findings provide further support for a substantial and persistent decrease in the elongation of corticospinal axons following hyperactivation of ERK/MAPK.

**Figure 6.**
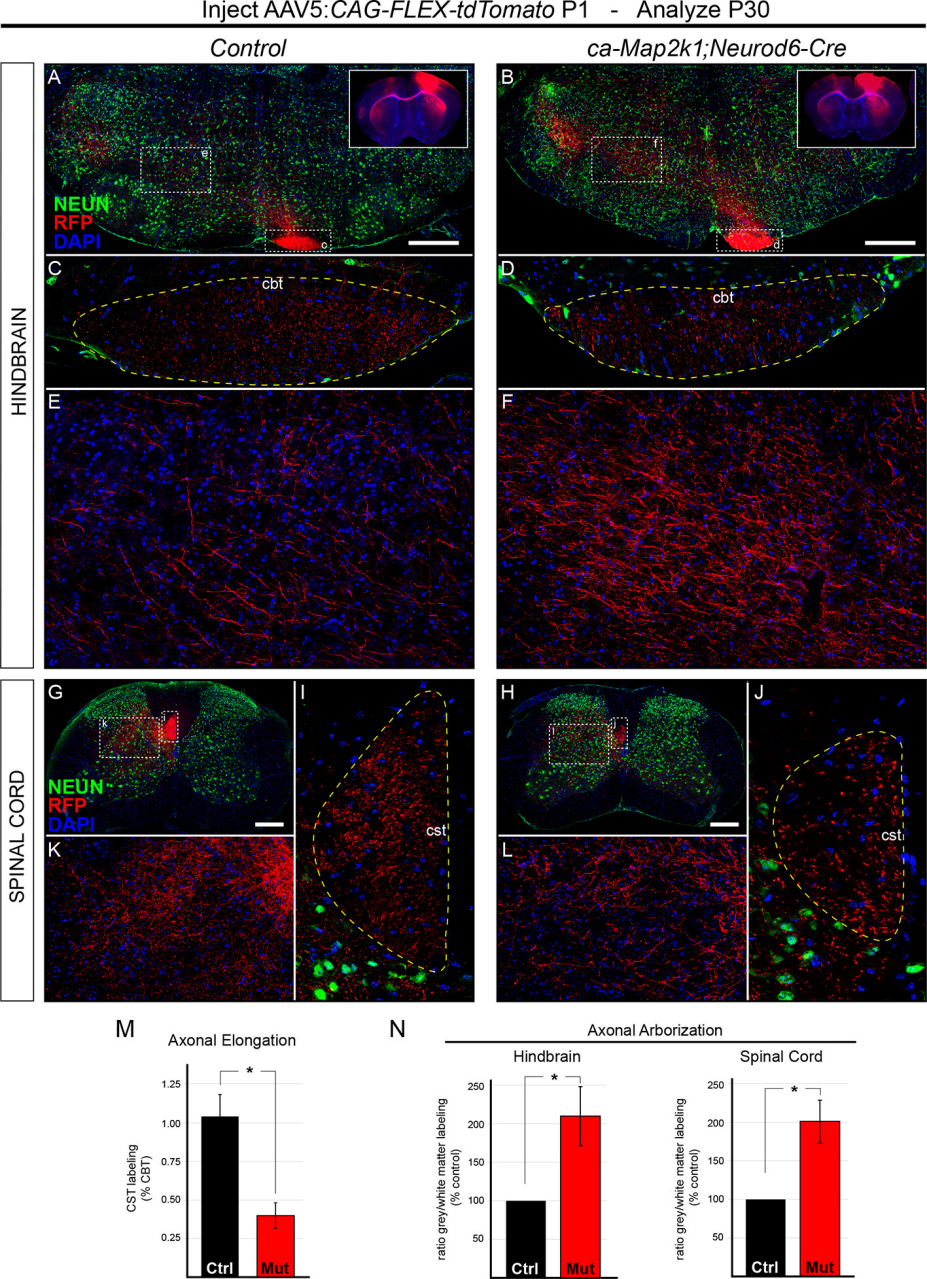
Hyperactivation of ERK/MAPK enhances axonal branching in the hindbrain and spinal cord. (**A–J**) AAV5-FLEX-tdTomato injections into control (*Neurod6-Cre*) and *ca-Map2k1;Neurod6-Cre* motor cortices at P1 (inset in **A–B**) results in labeling of subcerebral axon projections in P30 hindbrains (**A–F**) and spinal cords (**G–L**). To measure axonal elongation from the hindbrain to spinal cord, high resolution confocal images of the extent of axonal labeling in sections of the hindbrain corticobulbar tract (cbt, **C–D**) and brachial spinal cord corticospinal tract (cst, **I–J**) were collected and compared. The ratio of corticospinal to corticobulbar tract axonal labeling was significantly decreased in *ca-Map2k1;Neurod6-Cre* mutants (**M**), providing further evidence for a reduction in corticospinal axon elongation at P30 (n=3, mean ± SEM, *p<0.01, scale bar=500 µm). The extent of axonal branching was measured by comparing the amount of axonal labeling in the hindbrain (**A–B**, zoom in **E–F**) or spinal cord grey matter (**G–H**, zoom in **K–L**), to the amount of axonal labeling in the corresponding white matter tract, the CBT (**C–D**) or CST (**I–J**), respectively. We observed a significant increase in the relative ratio of grey/white matter labeling in *ca-Map2k1;Neurod6-Cre* mutant hindbrains (n=4, mean ± SEM, *p<0.05) and spinal cords (n=3, mean ± SEM, *p<0.05) when compared to controls (**N**). **DOI:** http://dx.doi.org/10.7554/eLife.11123.013

**Figure 6—figure supplement 1.**
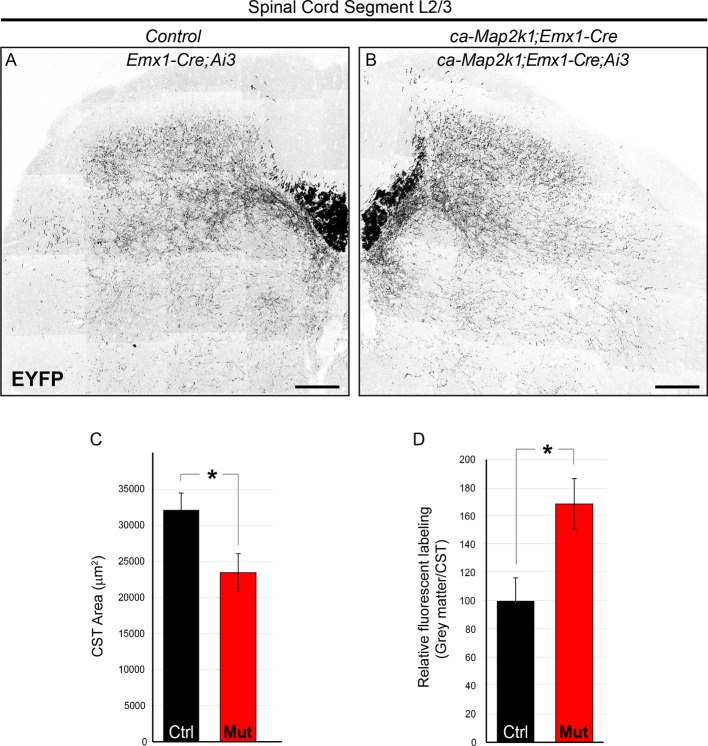
*ca-Map2k1;Emx1-Cre* mice exhibit alterations in the pattern of corticospinal outgrowth in the spinal cord similar to *ca-Map2k1;Neurod6-Cre* mutants. (**A–D**) The entire pattern of corticospinal branching can be visualized in *Emx1-Cre;Ai3* mice. P30 *ca-Map2k1;Emx1-Cre;Ai3* mice showed a significant reduction in the area of corticospinal labeling in the white matter of lumbar spinal cord segments (**B** and **C**) when compared to *Emx1-Cre;Ai3* controls (**A** and **C**) (n=4, mean ± SEM, *p=0.01, scale bar=100 µm). When the amount of fluorescent labeling in the grey matter relative to the white matter was assessed (**D**), mutant mice exhibited an increased extent of axonal branching per axon (n=4, mean ± SEM, *p=0.001). **DOI:** http://dx.doi.org/10.7554/eLife.11123.014

In striking contrast to the decreased axonal elongation into the spinal cord, we noted a significant increase in the density of axonal labeling in the hindbrain grey matter of *ca-Map2k1;Neurod6-Cre* mutants (Figure 6A–B,E–F). The hindbrain reticular nucleus is known to receive input from the primary motor cortex (Esposito et al., 2014). The ratio of axonal labeling in the hindbrain grey matter relative to labeling in the hindbrain white matter (CBT) provided quantitative evidence of enhanced axonal arborization in the *ca-Map2k1;Neurod6-Cre* mutants (Figure 6N). We also tested whether increased arborization could be detected in the spinal cord. The absolute level of axonal labeling density in the spinal cord grey matter was reduced in mutant mice (Figure 6I-L). However, a comparison of the ratio of axonal labeling in the spinal cord grey matter relative to axonal labeling in the spinal cord white matter tract suggests that CST axon arborization is increased per axon (Figure 6N). A similar result was also observed in the spinal cord of *ca-Map2k1;Emx1-Cre;Ai3* mutants (Figure 6—figure supplement 1A–B,D). In sum, our findings show that ERK/MAPK hyperactivation reduces the number of axons that extend longitudinally down the spinal cord, but the extent of arborizing axonal outgrowth into the hindbrain and spinal cord grey matter is enhanced.

### ERK/MAPK signaling is dispensable for the morphological development of cortical layer 2/3 callosal projection neurons

To definitively evaluate the requirement for ERK/MAPK signaling during callosal projection neuron development, we tested the effect of *Map2k1/2* deletion on cortical layer 2/3 neurons. Excitatory neurons in layer 2/3 primarily project to intracortical targets ipsilaterally and contralaterally through the corpus callosum. We first asked whether ERK/MAPK signaling regulates upper layer neuron number and differentiation by assessing the expression of CUX1 and SATB2, two critical transcriptional regulators of callosal projection neuron development, in P14 *Map2k1/2;Neurod6-Cre* cortices (Alcamo et al., 2008; Britanova et al., 2008). We detected a modest, but significant increase in the proportion of total NEUN^+^ neurons that express CUX1 in layer 2–4 in *Map2k1/2;Neurod6-Cre* sensory cortices (Figure 7A–B, E). An increase in the proportion of CUX1 labeled neurons in mutant cortices might be an expected ratiometric result of the loss of layer 5 neurons. However, other mechanisms might contribute, such as effects on intermediate progenitors (Li et al., 2012). SATB2 expression in upper cortical layers showed no major changes at either P1 (Figure 3A–B) or P14 (Figure 1A–B; Figure 7C–D). 

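Markers of layers 2 to 4 were called in both directions in *Map2k1/2;Neurod6-Cre* cortex at P14, with 2 increases in the study's table. *Rorb*, a nuclear receptor that marks layer 4 neurons, rose from a log2 value of 10.05 ± 0.06 (SD, n = 3) in P14 controls to 10.90 ± 0.07 (SD, n = 3) in mutants, by 0.85 (standard error 0.08, adjusted p = 0.00722). *Unc5d*, a netrin receptor of layer 4 and upper-layer neurons, rose from 10.29 ± 0.25 (SD, n = 3) to 11.20 ± 0.15 (SD, n = 3), by 0.91 (standard error 0.14, adjusted p = 0.0360). The upper-layer homeobox genes *Cux1* and *Cux2* differed by 0.38 (adjusted p = 0.113) and 0.34 (adjusted p = 0.339), and with mice 1 and 2 as a block *Cux1* was called (adjusted p = 0.0173) and *Cux2* was not (adjusted p = 0.0831). Within mice 9 to 12 the differences of *Rorb*, *Unc5d*, *Cux1* and *Cux2* were 0.80, 0.95, 0.35 and 0.38, and for mouse 1 minus mouse 2 they were 0.96, 0.83, 0.46 and 0.27.

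Of the 21 genes assigned to layers 2 to 4 in Figure 2—source data 1, these 2 were called higher at P14 and none lower (4 and none with the block), and 3 were higher and none lower when adjusted over the list alone, which is not independent evidence because the paper's values for these genes had been seen when the list was fixed. Lower values that did not pass were those of *Tmtc4* (-0.37, adjusted p = 0.531) and the G-protein regulator *Rgs8* (-0.22, adjusted p = 0.444). The list had a mean log2 change of 0.10 and a median of 0.03 (adjusted p = 0.317). At P9 none of the 21 was called by limma, with 8 higher and none lower at an unadjusted p under 0.05 and 6 higher when adjusted over the list alone. *Rorb* and *Unc5d* differed there by 0.78 (adjusted p = 0.158) and 0.73 (adjusted p = 0.180), and the list mean was 0.18 (adjusted p = 4.49e-04, and adjusted p = 0.305 with an estimated correlation).

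Among 18 other measured markers of the upper layers and layer 4, 3 were called lower at P14 and none higher. *Lamp5*, a membrane protein of neurons of the upper layers, fell by 1.79 (standard error 0.11, adjusted p = 0.00167), the cadherin *Cdh8* by 0.88 (adjusted p = 0.0173) and the Kit ligand *Kitl* by 0.72 (adjusted p = 0.0403), while *Scnn1a*, a sodium channel subunit of layer 4 neurons, differed by 0.68 (adjusted p = 0.102, and 0.00157 with mice 1 and 2 as a block). When adjusted over the list alone 7 were lower and 2 higher, and with the block 7 were called lower and 3 higher. Its mean was -0.25 and its median -0.09 (adjusted p = 0.00101, and adjusted p = 0.154 with an estimated correlation), and at P9 the mean was -0.01 and the median 0.07 (adjusted p = 0.831). Without control 12 or mutant 11 *Rorb* was not called (adjusted p = 0.0621 and 0.0555), nor was *Unc5d* without control 2, control 12, mutant 9 or mutant 11 (up to 0.194), *Cdh8* without control 10, mutant 9 or mutant 11 (up to 0.119), or *Kitl* without any mouse but control 2 (up to 0.203).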

Lastly, our microarray analysis did not show decreases in a number of genes known to be expressed in upper layer cortical neurons, in fact some genes were modestly increased (Figure 2—source data 1). We conclude that ERK/MAPK signaling is dispensable for the survival and specification of upper layer callosal projection neurons during early excitatory circuit development.

**Figure 7.**
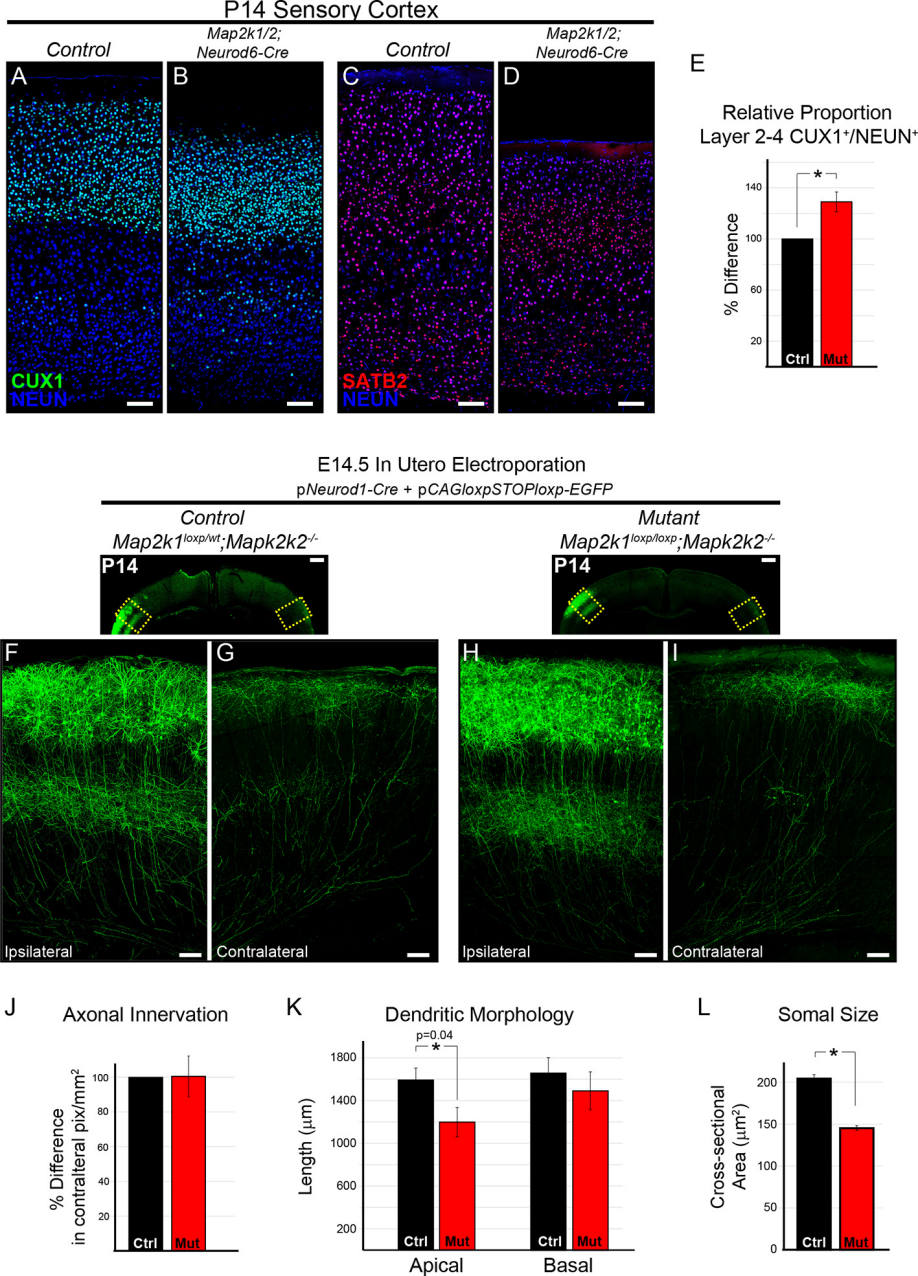
The differentiation and morphology of callosal projecting neurons in layer 2/3 does not require ERK/MAPK signaling during development. (**A–E**) Analysis of intracortical neuron markers, CUX1 (**A–B**) and SATB2 (**C–D**), from confocal images of P14 control (**A, C**) and *Map2k1/2;Neurod6-Cre* (**B, D**) sensory cortices did not reveal significant differences in overall expression. (**E**) Quantitation of the proportion of CUX1 labeled neurons in layer 2–4 as a percentage of NEUN labeled neurons in a radial unit was not decreased in mutant mice when compared to controls (n=3, mean ± SEM, *p=0.033, scale bar = 100 µm). (**F–L**) Cell autonomous deletion of *Map2k1/2* and labeling of a subset of layer 2/3 cortical neurons through unilateral in utero electroporation (IUEP) of p*Neurod1-Cre* and p*loxp-STOP-loxpEGFP* into the E14.5 ventricular zone. Following IUEP, coronal forebrain sections from electroporated P14 *Map2k1^wt/loxp^;Map2k2^-/-^*control (**F–G**) and *Map2k1^loxp/loxp^;Map2k2^-/- ^*mutant (**H–I**) mice were immunostained for EGFP. Representative two-dimensional projections of confocal Z-stack images of EGFP-labeled layer 2/3 neuron bodies and dendrites in the electroporated hemisphere (**F, H**) and associated callosally projecting axons in the contralateral hemisphere (**G, I**) are shown (scale bar=50 µm). (**J**) The extent of axonal innervation was assessed by quantifying the number of labeled pixels within contralateral radial units. A significant difference in axonal innervation was not detected following loss of ERK/MAPK signaling (n=3, mean ± SEM, p=0.97). K. High resolution confocal Z-stacks of EGFP expressing layer 2/3 neurons were collected from control and mutant sections. Reconstruction and analysis of randomly selected layer 2/3 neurons show that the length of apical dendritic arbors was modestly reduced in *Map2k1/2* deleted layer 2/3 neurons (**K**) (n=10 control and 11 mutant neurons, mean ± SEM, p=0.04). No significant effect on basal dendrite length was detected in mutant neurons (mean ± SEM, p=0.625). (**L**) Somal size assessment revealed a substantial decrease in the cross sectional size of EGFP labeled layer 2/3 neuron cell bodies following IUEP mediated *Map2k1/2* deletion (n>100 neurons per condition, mean ± SEM, *p<0.001). **DOI:** http://dx.doi.org/10.7554/eLife.11123.015

**Figure 7—figure supplement 1.**
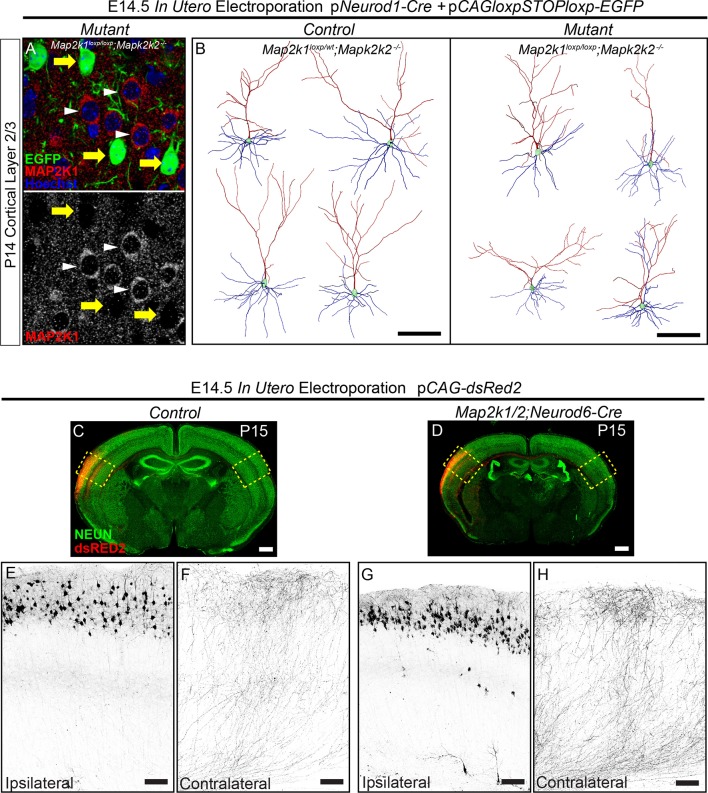
ERK/MAPK signaling is dispensable for the differentiation and axonal morphology of callosal projection neurons in layer 2/3. (**A–B**) Co-in utero electroporation (IUEP) of p*Neurod1-Cre* and p*loxp-STOP-loxp-EGFP* plasmids into E14.5 control (*Map2k1^loxp/wt^;Map2k2^-/-^*) and mutant (*Map2k1^loxp/loxp^;Map2k2^-/-^*) embryonic ventricles results in layer 2/3 neuron autonomous *Map2k1/2* deletion and fluorescent labeling of excitatory neuron dendrites and axons. A. Immunohistochemical detection of MAP2K1 and EGFP expression in cortical layer 2/3 neurons of P14 *Map2k1^loxp/loxp^;Map2k2^-/-^*mice that were electroporated at E14.5 with p*Neurod1-Cre* and p*loxp-STOP-loxpEGFP* plasmids. Note the substantial loss of MAP2K1 expression in EGFP labeled mutant pyramidal neurons (yellow arrows) when compared to unlabeled control excitatory neurons (white arrowheads). (**B**) Representative neurolucida reconstructions of layer 2/3 neurons from P14 control (*Map2k1^loxp/wt^;Map2k2^-/-^*) and mutant (*Map2k1^loxp/loxp^;Map2k2^-/-^*) cortex following electroporation with p*NeuroD-Cre* and p*loxp-STOP-loxpEGFP* at E14.5 (scale bar=100 µm). (**C–I**) IUEP of p*CAG-dsRed2* into E14.5 control and *Map2k1/2;Neurod6-Cre* mutant embryos leads to fluorescent labeling of layer 2/3 cortical neurons and callosal axons. P15 forebrain sections from control (**C**) and *Map2k1/2;Neurod6-Cre* mutant (**D**, scale bar=2 mm) mice were immunostained for NEUN and dsRED2. High resolution confocal images show that upper layer neurons were electroporated at similar efficiency in control (**E**) and mutant (**G**) forebrains and contralateral axon innervation is not different (**F, H**, scale bar = 50 µm). **DOI:** http://dx.doi.org/10.7554/eLife.11123.016

We tested whether ERK/MAPK signaling is required for the morphological differentiation of upper layer neurons. Plasmids expressing *Neurod1-Cre* and a Cre-dependent EGFP construct were injected into the lateral ventricle of E14.5 embryos and unilaterally electroporated into developing radial progenitors. *In utero* electroporation (IUEP) of *Map2k1^loxp/loxp^;Map2k2^-/-^*embryos at this stage of development resulted in concurrent layer 2/3 neuron-autonomous deletion of *Map2k1/2* and fluorescent labeling of a fraction of layer 2/3 dendritic and axonal arbors (Figure 7F–I, Figure 7—figure supplement 1B). This approach resulted in clear loss of MAP2K1 immunolabeling in P14 *Map2k1^loxp/loxp^;Map2k2^-/-^*layer 2/3 neurons that had been electroporated with *Neurod1-Cre* and Cre-dependent EGFP when compared to surrounding non-electroporated neurons (Figure 7—figure supplement 1A). The somal size of labeled neurons was significantly decreased in *Map2k1/2* deleted layer 2/3 neurons that were electroporated with *Neurod1-Cre*, providing further evidence that ERK/MAPK signaling acts as a direct regulator of neuron cell body size (Figure 7L). Morphological reconstruction of dendritic arbors revealed a modest statistically significant reduction in the length of apical, but not basal, dendrites following layer 2/3-autonomous loss of ERK/MAPK signaling when compared to controls (Figure 7F, H, K; Figure 7—figure supplement 1B). Analyses of biocytin filled layer 2/3 neurons in P14-17 *Map2k1/2;Neurod6-Cre* visual cortices also revealed a modest but significant decrease in dendritic outgrowth without significant alterations in dendritic branching (Figure 8—figure supplement 1D).

IUEP resulted in clear labeling of callosal axons in contralateral, homotypic regions of sensory cortex (Figure 7G, I). In contrast to corticospinal axons, no significant effect of *Map2k1/2* deletion on layer 2/3 callosal axon innervation was detected (Figure 7G, I, J). In a complementary approach, electroporation of *dsRed2*-expressing plasmids into E14.5 *Map2k1/2;Neurod6-Cre* mice also revealed no significant difference in the innervation of the contralateral cortex when compared to controls (Figure 7—figure supplement 1C–H). These data demonstrate that in callosally projecting layer 2/3 neurons, ERK/MAPK signaling cell-autonomously regulates somal size and subtle aspects of dendrite outgrowth, but not axonal morphology.

### ERK/MAPK is necessary for the expression of plasticity-associated genes and reducing intrinsic excitability during development

Many studies have shown that ERK/MAPK signaling regulates neuronal activity and synaptic plasticity (Di Cristo et al., 2001; Kushner et al., 2005; Thomas and Huganir, 2004). Our data show that ERK/MAPK signaling played a limited role in the morphological development of callosal layer 2/3 neurons, therefore, we tested whether the electrophysiological development of these neurons was altered in *Map2k1/2;Neurod6-Cre* mice. Indeed, gene expression profiling of P14 *Map2k1/2;Neurod6-Cre* whole cortical samples revealed diminished levels of many well-established plasticity-associated immediate early genes (IEGs), including *Arc, Fos, Npas2,4,* and *Egr1,2,4* (Figure 8A) (West and Greenberg, 2011). 

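Immediate early genes of neuronal activity fell in *Map2k1/2;Neurod6-Cre* cortex at P14. *Arc*, which encodes a synaptic regulator of AMPA receptor trafficking, fell from a log2 value of 10.90 ± 0.15 (SD, n = 3) in controls to 8.93 ± 0.09 (SD, n = 3) in mutants, by 1.97 (standard error 0.10, adjusted p = 9.41e-04). The transcription factor genes *Egr2*, *Fos*, *Egr1* and *Egr4* fell by 1.23 (adjusted p = 0.0243), 1.14 (adjusted p = 0.0294), 0.71 (adjusted p = 0.0490) and 0.68 (adjusted p = 0.0427). *Nptx2*, a secreted neuronal pentraxin that clusters AMPA receptors, differed by -0.71 (adjusted p = 0.0762, and 0.0147 with mice 1 and 2 as a block). The change of *Arc* was -2.02 within mice 9 to 12 and -1.86 for mouse 1 minus mouse 2.

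Of the 8 measured genes of Figure 8A, 7 were called lower and none higher, and all 8 were lower when adjusted over the list alone and called with the block. The study picked these genes from the same arrays, so the counts are not independent evidence of direction. Their mean log2 change was -1.09 (adjusted p = 9.19e-22, and adjusted p = 0.0177 with an estimated correlation), -1.004 within mice 9 to 12 and -1.26 for mouse 1 minus mouse 2. In the blocked fit it was called at the preset correlation (adjusted p = 1.94e-13) and not with an estimated one (adjusted p = 0.128). At P9 the mean was -0.27 (adjusted p = 0.00283, and adjusted p = 0.305 with an estimated correlation), and no gene was called by limma, with 3 lower at an unadjusted p under 0.05. *Arc* differed there by -0.35 (adjusted p = 0.552).

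Some activity-regulated genes outside the study's list also fell. Of 29 measured, 6 were called lower and none higher at P14, with 19 called lower with the block, and 17 were lower when adjusted over the list alone. The orphan nuclear receptor *Nr4a1* fell by 1.71 (standard error 0.10, adjusted p = 0.00167), the phosphatase *Dusp1* by 1.53 (adjusted p = 0.00765) and the synaptic scaffold *Homer1* by 0.97 (adjusted p = 0.0169), and *Pcsk1* was the lowest of them. The list mean was -0.55 (adjusted p = 1.32e-22, and adjusted p = 0.0100 with an estimated correlation), and at P9 it was -0.04 (adjusted p = 0.892), with *Vgf* as its 1 called member. Of 25 feedback and target genes of ERK, 3 of them also in the study's lists, 8 were called lower and none higher. The phosphatase *Dusp6* fell by 1.66 (standard error 0.18, adjusted p = 0.0111), and *Spred2* and *Spred1*, inhibitors of the cascade, by 1.34 (adjusted p = 0.00266) and 0.97 (adjusted p = 0.0138). When adjusted over the list alone 12 were lower and 1 higher, as many as were called with the block. Its mean was -0.42 at P14 (adjusted p = 4.60e-15, and adjusted p = 0.0446 with an estimated correlation) and -0.34 at P9 (adjusted p = 1.65e-09, and adjusted p = 0.305 with an estimated correlation), where *Spred2* was called (-1.12, adjusted p = 0.0468, lost without any of the 4 mice). In the blocked fit both P14 lists had an adjusted p of 0.128 with an estimated correlation. *Arc*, *Nr4a1*, *Pcsk1* and *Spred2* were called at P14 without each mouse in turn. *Egr1* and *Egr4* lost their call without any 1 of the mice (up to 0.243 and 0.233). The call of *Fos* was lost without control 2, control 10, control 12 or mutant 11 (up to 0.165), that of *Egr2* without any mouse but mutant 1 (up to 0.140), that of *Dusp1* without mutant 9 (0.0532), and those of *Homer1*, *Dusp6* and *Spred1* without control 10, control 12, mutant 9 or mutant 11 (up to 0.0916, 0.0709 and 0.0826).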

Western blot and immunohistochemical screening confirmed a significant decrease in ARC protein expression in mutant cortices in essentially all cortical lamina when compared to littermate controls (Figure 8B–D). 

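The gain-of-function cortex was profiled at P21 in 3 *ca-Map2k1;Neurod6-Cre* mutants (mice 1, 3 and 6) and 3 controls (mice 2, 4 and 5), on another Affymetrix gene array than the loss-of-function samples. These mice express a constitutively active *Map2k1* after Cre recombination in excitatory neurons. The deposited values are the authors' RMA log2 values, and the median per array was 6.27, 6.26 and 6.23 in controls 2, 4 and 5 and 6.25, 6.26 and 6.31 in mutants 1, 3 and 6. The correlation between arrays ran from 0.988 to 0.992 across genes. By the sex-linked genes all 6 mice were male. The table was normalized apart from the loss-of-function table, so no level was compared between them and each was tested alone. Of 41345 probe sets, 23521 were annotated with 1 gene symbol, 1814 with several and 16010 with none, which left 22180 genes. Tests and thresholds were those of the loss-of-function arrays. The methods' sentence on samples gives litters for P9 and P14 and the number of P21 samples was not found in the paper's text. With simulated changes on arrays of this spread, 59% of genes changed by 0.6 on the log2 scale and 88.2% of those changed by 1 were called. These shares hold for 200 changed genes drawn independently of each other.

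*Map2k1*, whose active form the mutants express, had a log2 value of 10.10 ± 0.02 (SD, n = 3) in P21 controls and 10.33 ± 0.04 (SD, n = 3) in mutants, a difference of 0.23 (standard error 0.06, adjusted p = 0.310). For *Map2k2* it was -0.00. The deposited values do not separate the transcript of the transgene from that of the endogenous gene.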

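*Gabra5* and 5 other channel and receptor genes that the paper names fell in P14 *Map2k1/2;Neurod6-Cre* cortex. *Gabra5*, the alpha 5 subunit of GABA-A receptors, fell from a log2 value of 11.21 ± 0.24 (SD, n = 3) in controls to 8.66 ± 0.51 (SD, n = 3) in mutants, by 2.55 (standard error 0.25, adjusted p = 0.00731). *Gabrb1*, another GABA-A subunit, the silent potassium channel subunit *Kcnv1* and the calcium channel subunit *Cacna2d3* fell by 0.94 (adjusted p = 0.0420), 0.91 (adjusted p = 0.00472) and 0.86 (adjusted p = 0.0164). *Asic2*, the acid-sensing channel once named *Accn1*, fell by 0.80 (adjusted p = 0.0348) and the AMPA receptor subunit *Gria3* by 0.62 (adjusted p = 0.0237).

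The sodium channel subunit *Scn3b* differed by -1.096 (adjusted p = 0.0769) and the potassium channel subunits *Kcng1* and *Kcng3* by -0.92 (adjusted p = 0.0965) and -0.69 (adjusted p = 0.0603), none of which passed over all 6 mice. The blocked fit gave them an adjusted p of 2.75e-04, 0.0104 and 0.0106. The glycine receptor subunit *Glra2* differed by -0.69 (adjusted p = 0.192, and 0.00181 with the block) and *Gabrb2* by -0.42 (adjusted p = 0.0769, and 0.00586 with the block). With sex as a covariate, which leaves mutant 1 alone against the controls, the changes of *Scn3b*, *Glra2* and *Gabrb1* were -0.65 (adjusted p = 0.419), -0.45 (adjusted p = 0.641) and -0.62 (adjusted p = 0.221). *Scn2a*, the sodium channel subunit once named *Scn2a1*, had 12.76 ± 0.15 (SD, n = 3) in controls and 12.69 ± 0.13 (SD, n = 3) in mutants, a difference of -0.07 (standard error 0.11, 95% confidence interval -0.33 to 0.19, adjusted p = 0.993).

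Over the 12 genes measured here, 6 were called lower and none higher, and 11 were lower when adjusted over the list alone and called with the block, counts that are not independent evidence because the study picked the genes from these arrays. Their mean log2 change was -0.88 (adjusted p = 1.15e-22, and adjusted p = 0.0100 with an estimated correlation), -0.86 within mice 9 to 12 and -0.92 for mouse 1 minus mouse 2. With mice 1 and 2 as a block the adjusted p with an estimated correlation was 0.0691. At P9 the mean was -0.52 (adjusted p = 5.01e-11, and adjusted p = 0.305 with an estimated correlation). *Kcng1* was called there (-1.08, adjusted p = 0.0472, lost without any of the 4 mice), 7 were lower when adjusted over the list alone, and *Gabra5* differed by -1.36 (adjusted p = 0.130). At P14 the calls of *Gabra5* and *Kcnv1* were lost without mutant 11 (adjusted p = 0.0555 and 0.0545), those of *Cacna2d3* and *Gria3* without control 10, control 12, mutant 9 or mutant 11 (up to 0.0968 and 0.153) and those of *Gabrb1* and *Asic2* also without control 2 (up to 0.221 and 0.181).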

In our P14 gene expression profiling, we also observed significantly decreased expression of many ion channels and neurotransmitter receptors that regulate neuronal excitability, including GABA/glycine receptor subunits (*Gabr-a5,-b1,-a1,-b2, Glra2*), sodium channels (*Scn3b, Scn2a1*), potassium channels (*Kcn-g1,-v1,-g3), Hcn1, Accn1, Cacna2d3,* and *Gria3.* Perhaps surprisingly, gene expression profiling of P21 gain of function *ca-Map2k1;Neurod6-Cre* cortices showed fewer significantly altered transcripts and did not reveal significant changes in plasticity- or activity-associated genes when compared to the loss-of-function cortices (Figure 8A). This finding supports past studies showing modest effects of MAP2K1/2 hyperactivation on neuronal and glial transcript levels (Nateri et al., 2007; Sheean et al., 2014). 

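No gene was called in P21 *ca-Map2k1;Neurod6-Cre* cortex, where 0 of 22180 genes had an adjusted p under 0.05 from limma. The smallest adjusted p was 0.107, shared by *Tmtc4*, a gene of the upper-layer list (0.71), and *Atp6ap1l* (-0.72). *Tshz2*, a zinc finger gene of layer 5 neurons, had 8.27 ± 0.22 (SD, n = 3) in controls and 9.32 ± 0.22 (SD, n = 3) in mutants, a difference of 1.05 (standard error 0.14, adjusted p = 0.153). Other high values were those of the melanocortin receptor *Mc4r* (0.86, adjusted p = 0.243), the serotonin receptor *Htr2c* (0.84, adjusted p = 0.158) and the receptor kinase *Met* (0.83, adjusted p = 0.245), and low values those of *Abi3bp* (-1.07, adjusted p = 0.203), *Rorb* (-0.58, adjusted p = 0.165) and the myelin-associated glycoprotein *Mag* (-0.58, adjusted p = 0.252). Of the 12 lowest, most were olfactory or vomeronasal receptors and microRNAs, such as *Olfr1307* (-1.38).

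At an unadjusted p under 0.05 there were 2313 genes, where 1109 are expected with no effect, and in 3509 genes (15.8%) no mutant overlapped a control, where chance gives 10%. The paper's thresholds were passed by 134 genes, 34 higher and 100 lower, and by 80 with the filter on dim probe sets. No gene was called with no moderation of the variance, and 16 were called with trended and robust moderation (9 higher and 7 lower), *Rorb* (adjusted p = 0.0344), *Tshz2* (0.0344), *Tmtc4* (0.0261) and *Htr2c* (0.0381) among them. Without mutant 1, 2 genes were called, 1 of them *Olfr1307* (-1.82, adjusted p = 0.0481). The 2 models differ in age, array type and normalization, and the difference between their counts was not tested.

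As a group, the 23 layer 5 genes of Figure 2—source data 1 had a mean log2 change of 0.19 at P21 (adjusted p = 0.00140, and adjusted p = 0.431 with an estimated correlation), with none called by limma, 9 higher and 1 lower at an unadjusted p under 0.05, and 7 higher and 1 lower when adjusted over the list alone. *Fezf2* differed by 0.53 (adjusted p = 0.291). The 21 genes of layers 2 to 4 had a mean of -0.09 (adjusted p = 0.0152, and adjusted p = 0.431 with an estimated correlation), with none called, 2 higher and 7 lower at an unadjusted p under 0.05, and 5 lower and 1 higher when adjusted over the list alone. Without mutant 3 this list was not called (adjusted p = 0.0970). For the other lists of cortical neurons the mean was 0.12 for subcerebral markers (adjusted p = 0.0956, and 0.0490 without control 5 and 0.0463 without mutant 6), -0.07 for other upper-layer and layer 4 markers (adjusted p = 0.132, and 0.0487 without mutant 1), -0.10 for layer 6 genes (adjusted p = 0.258), -0.01 for layer 6 and subplate markers (adjusted p = 0.767) and 0.02 for genes of several layers (adjusted p = 0.637). ERK feedback and target genes had a mean of 0.04 (adjusted p = 0.624).

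Among the markers of other cells, those of oligodendrocytes and myelin had a mean of -0.32 over 21 genes (adjusted p = 4.77e-09, and adjusted p = 0.431 with an estimated correlation). None was called by limma, 10 were lower and none higher at an unadjusted p under 0.05, and 5 were lower when adjusted over the list alone. Relative to the average of the controls, the list mean was -0.40, -0.15 and -0.41 in mutants 1, 3 and 6. It lay between -0.23 and 0.12 in the controls, so mutant 3 overlapped them. *Ugt8a*, an enzyme of myelin lipid synthesis, differed by -0.55 (adjusted p = 0.253), *Mog*, a myelin surface glycoprotein, by -0.54 (adjusted p = 0.254) and *Cnp*, a myelin enzyme, by -0.37 (adjusted p = 0.279). Means near 0 that did not pass were those of oligodendrocyte precursor (-0.03, adjusted p = 0.614), astrocyte (0.01, tested as lower, adjusted p = 0.985), microglia (-0.03, adjusted p = 0.347) and interneuron (0.05, adjusted p = 0.258, and 0.0490 without control 5) markers. Endothelial and pericyte markers had a mean of -0.03 and a median of 0.02 (adjusted p = 0.370, and 0.0253 without control 2). The paper states that its P21 result supports past studies that report modest effects of MAP2K1/2 hyperactivation on neuronal and glial transcripts.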

Possible explanations are that negative feedback loops associated with the cascade and cortical network homeostatic effects reduce the consequences of gain of function.

**Figure 8.**
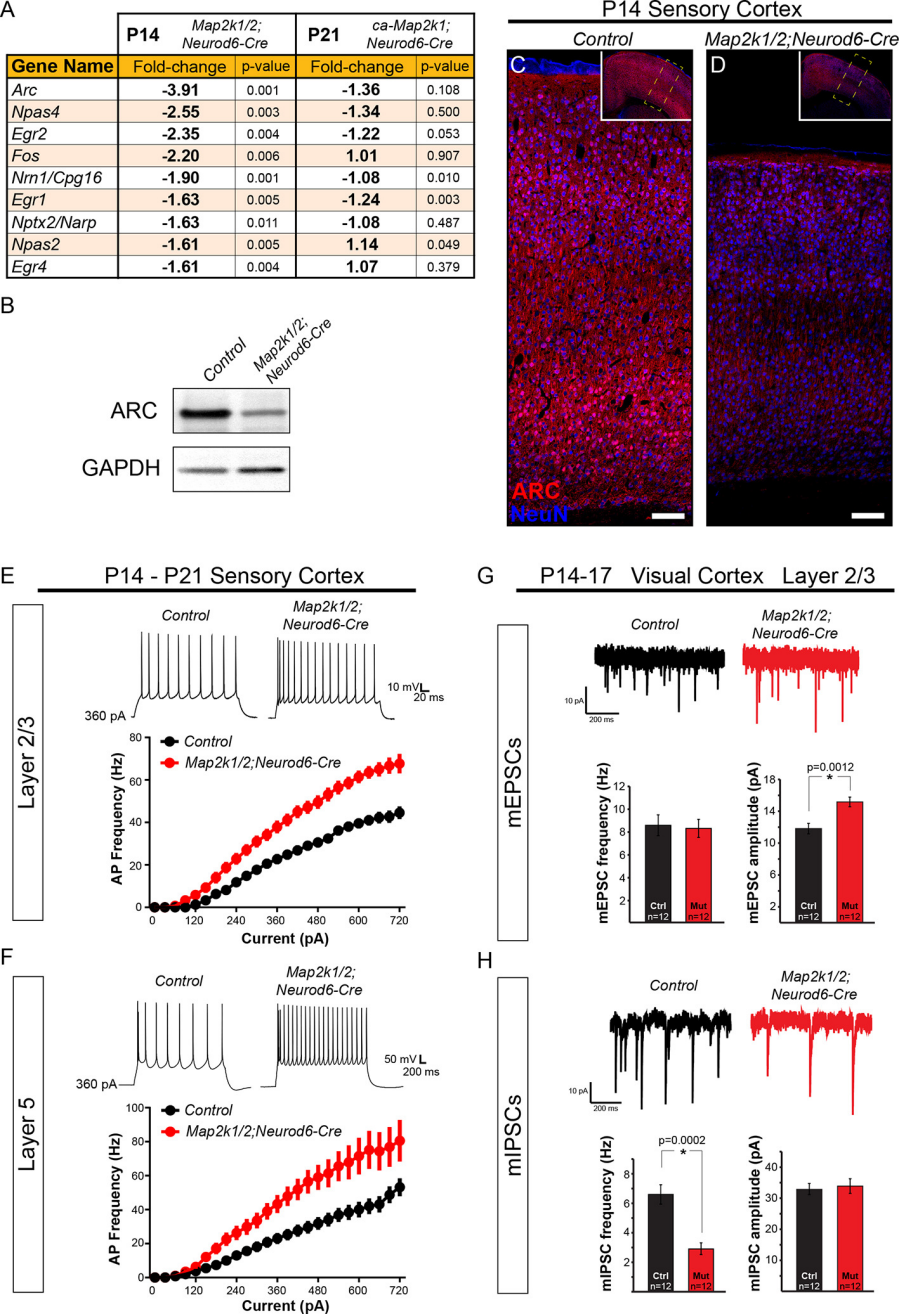
ERK/MAPK signaling promotes ARC expression and reduces neuron excitability in layer 2/3 and 5 pyramidal neurons during development. (**A**) Microarray profiling of whole cortical lysates detected a significant decrease in the expression of activity-dependent genes in P14 *Map2k1/2;Neurod6-Cre* mice compared to controls (n=3). (**B**) Western blotting of P14 control and *Map2k1/2;Neurod6-Cre* whole cortical lysates confirmed the decrease in ARC expression in mutant cortices (**B**) (n=3). (**C-D**) Immunostaining with an ARC antibody shows reduced expression across all cortical layers in P14 *Map2k1/2;Neurod6-Cre* mutants (**D**) when compared to controls (**C**) (n=3, scale bar=100 µm). (**E–F**) Average action potential frequency-current (F/I) curves recorded from layer 2/3 (**E**) and layer 5 (**F**) pyramidal neurons in acute slices of control and *Map2k1/2;Neurod6-Cre* sensory cortices. Recordings were performed in the presence of DNQX, APV, and picrotoxin to block all synaptic activity. Both layer 5 (n=16 control, 14 mutant neurons, mean ± SEM; F/I Slope t-test, p<0.0001) and layer 2/3 (n=14 control, 14 mutant neurons, mean ± SEM; F/I Slope t-test, p<0.0001) pyramidal neurons in *Map2k1/2;Neurod6-Cre* sensory cortices exhibited a marked increase in action potential firing frequency in response to increasing current injections. (**G–H**) Recordings of miniature excitatory postsynaptic currents in layer 2/3 pyramidal neurons from the visual cortex revealed a significant increase in the amplitude, but not frequency, of mEPSCs in neurons lacking *Map2k1/2* (n=12 neurons of each genotype from three independent litters, mean ± SEM, t-test, p=0.0012) (**G**). In contrast, a substantial decrease in the frequency, but not amplitude, of mIPSCs from *Map2k1/2;Neurod6-Cre* neurons was observed (**H**) (n=12 neurons of each genotype, mean ± SEM, t-test, p=0.0002). **DOI:** http://dx.doi.org/10.7554/eLife.11123.017

**Figure 8—figure supplement 1.**
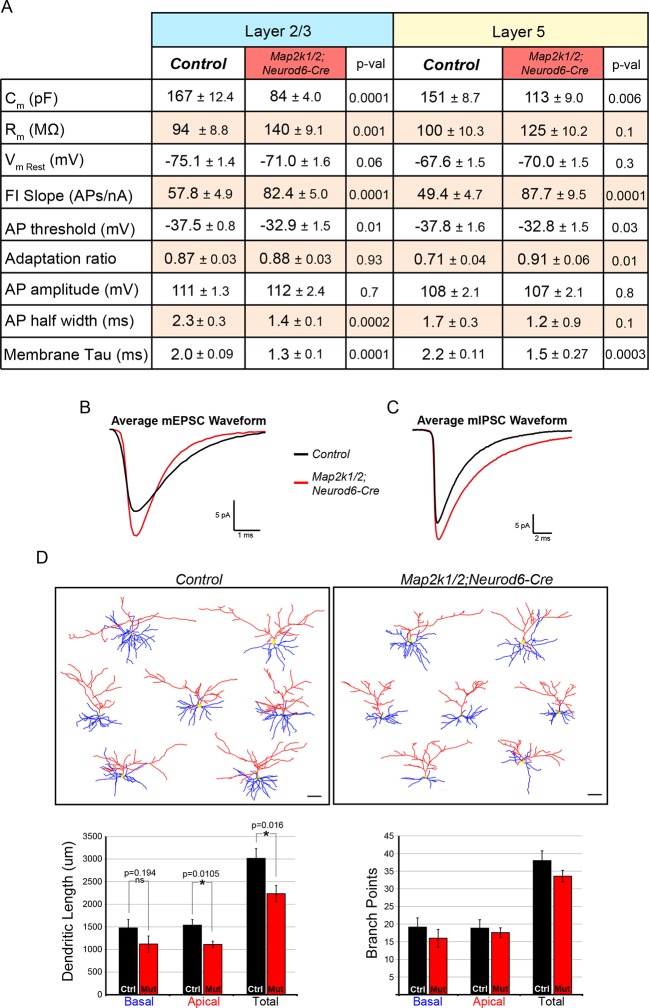
Loss of ERK/MAPK signaling leads to imbalanced excitatory and inhibitory synaptic drive in layer 2/3 neurons. (**A**) Intrinsic membrane properties and action potential properties of layer 5 (n=16 control, 14 mutant neurons, mean ± SEM) and layer 2/3 (n=14 control, 14 mutant neurons, mean ± SEM) neurons measured in current clamp. (**B–C**) Average miniature postsynaptic current waveforms recorded from layer 2/3 pyramidal neurons in control (black) and mutant (red) visual cortices. (**D**) Morphological reconstructions of confocal Z-stack images of biocytin backfilled P14 control and *Map2k1/2;Neurod6-Cre* layer 2/3 neurons following electrophysiological recordings. Quantification of dendritic length shows a significant decrease in apical and total dendritic length in *Map2k1/2;Neurod6-Cre* layer 2/3 neurons, but no significant effect on basal dendritic length or branch points could be detected (n=7 neurons per condition from three independent litters, mean ± SEM, scale bar=50 µm). **DOI:** http://dx.doi.org/10.7554/eLife.11123.018

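Taken over whole gene families, ion channels and receptors of P14 *Map2k1/2;Neurod6-Cre* cortex moved in both directions. *Gabra2*, a GABA-A receptor subunit of the young cortex, fell by 0.75 (standard error 0.10, adjusted p = 0.0226). *Glra1*, a glycine receptor subunit, rose by 1.27 (standard error 0.15, adjusted p = 0.0160), the sodium channel subunit *Scn4b* by 1.26 (adjusted p = 0.0314), the potassium channel modifier *Kcns1* by 1.15 (adjusted p = 0.00430) and the T-type calcium channel *Cacna1g* by 0.71 (adjusted p = 0.0170). *Kcnf1*, another silent potassium channel subunit, differed by -0.78 (adjusted p = 0.0558, and 8.18e-04 with mice 1 and 2 as a block) and the kainate receptor subunit *Grik4* by 0.41 (adjusted p = 0.0956).

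Of 16 measured GABA-A and glycine receptor subunits, 5 of which stand in the study's channel list, 3 were called lower and 1 higher at P14, and 6 lower and 2 higher when adjusted over the list alone (8 and 2 called with the block). The family's mean log2 change was -0.30 (adjusted p = 0.00115, and adjusted p = 0.472 with an estimated correlation), with -0.30 within mice 9 to 12 and -0.31 for mouse 1 minus mouse 2. It was -0.14, -0.39 and -0.38 in mutants 1, 9 and 11, and with sex as a covariate, which leaves mutant 1 alone against the controls, it was -0.14 and not called (adjusted p = 0.3998). Of 35 voltage-gated potassium channel genes 1 was called higher and 1 lower, with 8 higher and 5 lower when adjusted over the list alone and as many called with the block, and the mean was 0.01 (adjusted p = 0.790). Of 19 calcium channel genes 1 was called higher and 1 lower (2 and 2 with the block, mean -0.03, adjusted p = 0.599). *Scn4b* was the 1 called member of 11 sodium and HCN channel genes (1 higher and 2 lower with the block, mean 0.01, tested as lower, adjusted p = 0.841), and *Gria3* that of 15 ionotropic glutamate receptor subunits (3 higher and 2 lower with the block, mean -0.04, adjusted p = 0.169). At P9 the GABA-A and glycine receptor mean was -0.22 (adjusted p = 0.00294, and adjusted p = 0.305 with an estimated correlation), and the means of the potassium, calcium, sodium and HCN, and glutamate receptor families were -0.01, -0.03, -0.03 and -0.03 (adjusted p = 0.909, 0.535, 0.892 and 0.535), with medians of 0.02 and 0.09 for the potassium and the sodium and HCN families.

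No channel or receptor gene was called by limma in P21 *ca-Map2k1;Neurod6-Cre* cortex, with 2 potassium channel genes higher and 10 lower at an unadjusted p under 0.05. *Kcng4*, a modifier subunit, differed by -0.67 (adjusted p = 0.177), *Kcns1* by -0.45 (adjusted p = 0.245) and *Cacna1g* by -0.41 (adjusted p = 0.245). The potassium channel mean there was -0.10 (adjusted p = 6.45e-04, and adjusted p = 0.431 with an estimated correlation), with 6 lower and 1 higher when adjusted over the list alone, and the calcium channel mean -0.09 (adjusted p = 0.0152, and adjusted p = 0.604 with an estimated correlation). The calcium channel mean was -0.18, -0.05 and -0.04 in mutants 1, 3 and 6, and it was not called without mutant 1 (-0.04, adjusted p = 0.319), control 2 (adjusted p = 0.0522) or control 5 (adjusted p = 0.0559). The GABA-A and glycine receptor mean was 0.05 (adjusted p = 0.675), the glutamate receptor mean -0.03 (adjusted p = 0.347) and the sodium and HCN channel mean -0.09 (adjusted p = 0.258). The study's own channel list had a mean of 0.12 (adjusted p = 0.185, and 0.18 with an adjusted p of 0.0208 without control 5). Whether the P14 and P21 changes differ was not tested. Of the P14 calls, that of *Kcns1* held without each mouse in turn, that of *Glra1* was lost without control 10, control 12 or mutant 11 (up to 0.0989), that of *Cacna1g* without control 10, control 12, mutant 9 or mutant 11 (up to 0.118), and those of *Scn4b* and *Gabra2* without any mouse but mutant 1 (up to 0.162 and 0.129).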

The observed differences in activity-dependent IEGs and ion channels indicated that electrophysiological parameters might be disrupted specifically in loss-of-function mutants. We directly tested whether ERK/MAPK was required for the normal development of intrinsic excitability using whole-cell recordings from P14 *Map2k1/2;Neurod6-Cre* sensory cortices. We observed a significant decrease in the average membrane capacitance and the membrane time constant, tau, of mutant P14 pyramidal neurons (Figure 8—figure supplement 1A). This result is an expected outcome from the smaller somal size of neurons in *Map2k1/2;Neurod6-Cre* cortices. No significant difference in the resting membrane potential or action potential amplitude/width was observed in mutant neurons (Figure 8—figure supplement 1A). However, layer 2/3 neurons fired significantly more action potentials in response to increasing amounts of injected current, demonstrating that loss of *Map2k1/2* increases layer 2/3 neuronal excitability. In mutant neurons, the action potential threshold was significantly reduced and the slope of the action potential output in response to current injection was increased by 42.6% relative to controls (Figure 8E, Figure 8—figure supplement 1A). Interestingly, a similar increase in intrinsic hyperexcitability was noted when we recorded from the surviving, presumably callosal, layer 5 neurons in P14 *Map2k1/2;Neurod6-Cre* sensory cortices (Figure 8F, Figure 8—figure supplement 1A). These data show that ERK/MAPK signaling normally reduces the intrinsic excitability of both cortical layer 2/3 and layer 5 neurons during early postnatal development.

We sought to further understand how ERK/MAPK signaling regulates cortical excitability by measuring excitatory and inhibitory neurotransmission in neurons lacking *Map2k1/2*. To further minimize indirect effects due to overt loss of layer 5 neurons in sensorimotor cortices, we examined basal synaptic properties in visual cortex layer 2/3 neurons from *Map2k1/2;Neurod6-Cre* mice, where neuron number is relatively intact. We tested whether loss of ERK/MAPK signaling influences synaptic transmission by recording miniature excitatory and inhibitory postsynaptic currents (mEPSCs, mIPSCs) from layer 2/3 neurons in control and *Map2k1/2;Neurod6-Cre* cortices. Interestingly, visual cortex layer 2/3 neurons exhibited a significant increase in mEPSC amplitude, while mEPSC frequency was unaffected (Figure 8G). These findings suggest that loss of ERK/MAPK signaling increases the strength of glutamatergic synapses, likely through increases in postsynaptic AMPA receptor number or function. We next tested whether GABAergic neurotransmission was disrupted in *Map2k1/2;Neurod6-Cre* cortices. In contrast to spontaneous excitatory transmission, mutant layer 2/3 pyramidal neurons had a substantial decrease in mIPSC frequency, but not mIPSC amplitude (Figure 8H). Overall, these findings demonstrate that loss of *Map2k1/2* significantly disrupts the ratio of excitation to inhibition through increases in glutamatergic neurotransmission and decreases in GABAergic neurotransmission.

## Discussion

The pathogenesis of neurological deficits in neurodevelopmental syndromes associated with altered ERK/MAPK signaling is poorly understood, due to the lack of knowledge regarding cell-type specific effects of loss and gain of function through the ERK/MAPK pathway. Here, we have identified a striking dependence on levels of ERK/MAPK signaling for the development of large CTIP2^+^ neurons in layer 5. Both high and low levels of ERK/MAPK signaling disrupted corticospinal axon projections. Interestingly, ERK/MAPK signaling does not appear to be a key regulator of projections for all excitatory neuron subtypes as axons of callosally projecting layer 2/3 neurons extend and target normally in the absence of ERK/MAPK signaling. In contrast to the neuronal subtype-specific effects on axonal outgrowth, the expression of plasticity associated proteins and neuronal intrinsic excitability were dependent on ERK/MAPK signaling in multiple cortical layers.

### Specific regulation of layer 5 CST neuron morphology

In vitro analyses have suggested that ERK/MAPK signaling acts as an important regulator of cortical neuron dendritic and axonal morphogenesis (Dijkhuizen and Ghosh, 2005; Kumar et al., 2005; Wu et al., 2001). However, our in vivo data reveal a remarkably specific requirement for the ERK/MAPK pathway in the morphological development of layer 5 long range projection neurons. ERK/MAPK signaling is dispensable for the early phases of CST neuronal differentiation, axon growth all the way to the medulla, and even responsiveness to midline guidance cues. However, a drastic delay in corticospinal axon growth was observed in *Map2k1/2* mutants between P2-4 when CST axons in control mice start to invade the spinal cord. By P14 in controls, CST axons have reached the lumbar spinal cord. In P14 mutant mice, only a few corticospinal axons were present in the cervical spinal cord and no axons reached lumbar segments.

Trophic cues linked to ERK/MAPK activation, specifically, BDNF, IGF1, IGF2, GDNF, and pleiotrophin, have been shown to regulate developing corticospinal neuron growth (Dugas et al., 2008; Giehl et al., 1998; Özdinler and Macklis, 2006; Ueno et al., 2013). IGF1 has been described as a particularly potent growth factor for CST development both in vitro and in vivo (Özdinler and Macklis, 2006). IGF1 protein levels are higher in the spinal cord than the brain in the early postnatal stage (Rotwein et al., 1988) and we identified a focal pattern of IGF1 protein expression in the ventral medulla near the location where developing corticospinal axons enter the cervical spinal cord. However, we quite surprisingly found that deletion of *Igf1r* in long-range projection neurons did not lead to the predicted failure of CST development. Our results suggest that CST axon growth in the spinal cord may be orchestrated by multiple growth factors or via non-neuronal actions of IGF1. For example, vascular endothelial cells also express IGF1R and endothelial cell-derived trophic cues are potent regulators of corticospinal neuron survival and outgrowth in vitro (Dugas et al., 2008). Overall our data support the view that multiple cues converge upon ERK/MAPK to regulate transcriptional and cell biological processes required for extension of long axons.

Following the delayed entry of axons into the spinal cord in *Map2k1/2* mutants, we detected layer 5 neurons undergoing apoptosis in a restricted time frame during the first postnatal week. Counts revealed loss of roughly half of the CTIP2-expressing layer 5 neurons, which reflects a substantial proportion of the CST population. The reduced number of CST neurons in ERK/MAPK mutants is reminiscent of the loss of CST neurons after lesions to developing corticospinal projections in the neonatal period (Merline and Kalil, 1990; Tolbert and Der, 1987). Loss of trophic support from the spinal cord could plausibly account for these findings; an effect that might be exacerbated by known consequences of ERK/MAPK disruption on retrograde transport of growth factor signaling components including signaling endosomes (Mitchell et al., 2012). We cannot completely exclude that the reduced number of CTIP2^+^ neurons in layer 5 results, in part, from conversion into an alternative neuronal type. For example, loss of *Fezf2* results in conversion of corticospinal neurons into a callosal fate (Chen et al., 2005; Chen et al., 2005; Molyneaux et al., 2007). Our assessment of SATB2^+^/CTIP2^-^ layer 5 neurons did not reveal a coincident increase in the number of presumed callosally fated layer 5 neurons in *Map2k1/2;Neurod6-Cre* mice. Interestingly we did not find similar layer 5 apoptosis occurring in conditional *Igf1r* mutants, placing our results at odds with a recent study suggesting that microglia-derived IGF1 is required for the survival of layer 5 long range projection neurons (Ueno et al., 2013). Whatever the mechanism, our data show that layer 5 corticospinal neurons are remarkably vulnerable to loss of ERK/MAPK signaling during the neonatal period and our results may be relevant to motor system dysfunction in RASopathy patients and layer 5 disorganization observed in ASDs.

Perhaps surprisingly, rostrocaudal corticospinal axon extension was also highly diminished in the setting of enhanced ERK/MAPK signaling. At every stage examined from P3 onward, the number of CST axons in the dorsal funiculus in response to gain of ERK/MAPK signaling was reduced. A distinct feature of axon growth in gain of function mutants was enhanced axonal branching in the hindbrain. Normally, over the first two postnatal weeks, ERK/MAPK activation is upregulated, coincident with increased BDNF/TrkB expression (Maisonpierre et al., 1990; Timmusk et al., 1994). BDNF/TrkB signaling has been shown to promote corticospinal axon branching in vitro (Özdinler and Macklis, 2006). We suggest that hyperactivation of ERK/MAPK triggers mechanisms normally associated with BDNF induced corticospinal branching, possibly resulting in premature closure of the period of rostrocaudal axon elongation. Reduced axon extension of layer 5 projection neurons in the setting ERK/MAPK hyperactivation would likely have major implications for cortical circuit development in the human brain where distances are vastly longer than in rodents.

### Global regulation of neuronal excitability

In addition to effects on axonal connectivity, dysregulated ERK/MAPK signaling is likely to disrupt glutamatergic signaling (Di Cristo et al., 2001; Thomas and Huganir, 2004). Studies have demonstrated that mature RASopathy mouse models exhibit reduced hippocampal LTP and spatial memory impairment (Costa et al., 2002; Cui et al., 2008; Lee et al., 2014). Our findings provide genetic confirmation for prior work using pharmacological inhibitors demonstrating ERK/MAPK regulation of plasticity-associated genes induced by excitatory activity, including *Arc, Egr2*, and *Fos* (Majdan and Shatz, 2006; Panja et al., 2009; Tropea et al., 2006; Waltereit et al., 2001). 

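*Npas4* and *Nrn1* fell in P14 *Map2k1/2;Neurod6-Cre* cortex. *Npas4*, a transcription factor induced by neuronal activity, fell from a log2 value of 9.04 ± 0.19 (SD, n = 3) in controls to 7.69 ± 0.30 (SD, n = 3) in mutants, by 1.35 (standard error 0.17, adjusted p = 0.0173). *Nrn1*, which encodes neuritin, a membrane-anchored protein that promotes neurite growth, fell from 11.73 ± 0.10 (SD, n = 3) to 10.80 ± 0.05 (SD, n = 3), by 0.93 (standard error 0.09, adjusted p = 0.00671). The change of *Npas4* was -1.37 within mice 9 to 12 and -1.31 for mouse 1 minus mouse 2, and that of *Nrn1* -0.99 and -0.80. Without control 10, control 12 or mutant 11 *Npas4* was not called (adjusted p = 0.0867, 0.0858 and 0.107), nor was *Nrn1* without control 12 or mutant 11 (0.0557 and 0.0555). In P9 mutants *Npas4* differed by -0.08 (adjusted p = 0.803) and *Nrn1* by -0.61 (standard error 0.18, adjusted p = 0.335), with 2 mice per group.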

Further, we establish a link between ERK/MAPK and expression of *Npas4, Nrn1/Cpg16*, and in vivo (Coba et al., 2008). 

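None of the 9 plasticity-associated genes of Figure 8A was called in P21 *ca-Map2k1;Neurod6-Cre* cortex. *Arc* had a log2 value of 11.35 ± 0.14 (SD, n = 3) in controls and 10.90 ± 0.35 (SD, n = 3) in mutants, a difference of -0.45 (standard error 0.17, adjusted p = 0.407). *Npas4* had 8.03 ± 0.53 (SD, n = 3) and 8.45 ± 0.83 (SD, n = 3), a difference of 0.42 (standard error 0.41, 95% confidence interval -0.53 to 1.38, adjusted p = 0.778). *Egr1* differed by -0.31 (standard error 0.07, adjusted p = 0.245), *Egr2* by -0.30 (adjusted p = 0.362), *Nrn1* by -0.12 (adjusted p = 0.580), *Nptx2* by -0.11 (adjusted p = 0.797), *Npas2* by 0.19 (unadjusted p = 0.0399, adjusted p = 0.452), *Egr4* by 0.10 (adjusted p = 0.768) and *Fos* by 0.02 (adjusted p = 0.973).

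By limma 0 of the 9 passed, none passed the paper's thresholds, and 1 (*Npas2*) was higher and 3 were lower at an unadjusted p under 0.05 (1 lower when adjusted over the list alone). Their mean log2 change was -0.06 (adjusted p = 0.179). Without mutant 6 it was -0.16 (adjusted p = 0.0108) and without mutant 3 it was 0.03. Of the other activity-regulated genes, *Homer1* differed by -0.36 (adjusted p = 0.258) and *Ptgs2*, a cyclooxygenase, by -0.60 (adjusted p = 0.245). That list had a mean of -0.05 (adjusted p = 0.185, and 0.0363 without mutant 6), with no member called by limma and 1 higher and 4 lower at an unadjusted p under 0.05. The difference between the P14 and P21 changes was not tested.

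**Figure D2:**
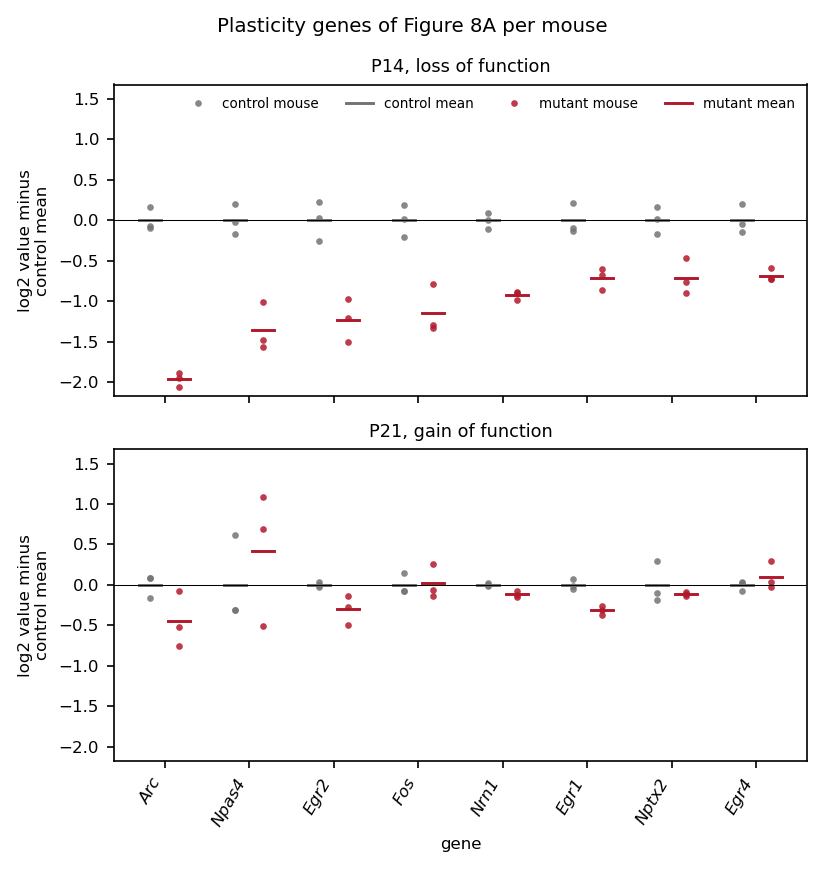
Log2 value minus the control mean (vertical axis) of 8 plasticity-associated genes (horizontal axis), in P14 loss-of-function and P21 gain-of-function cortex. Grey points are control mice, red points mutant mice and bars the group means. The bar of *Arc* lies at -1.97 at P14 and at -0.45 at P21, and that of *Fos* at -1.14 and 0.02.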

Unexpectedly, hyper-activation of ERK/MAPK signaling with the *ca-Map2k1^S217/221Q^* mutant had little effect on the expression of these same plasticity associated genes. These findings are in line with a past study of hippocampal gene expression in a different ca-MAP2K1 mouse mutant (Nateri et al., 2007). The severity of effects on expression of plasticity associated genes is likely correlated with the magnitude of ERK/MAPK hypo- or hyper-activity in response to specific mutations.

Since ERK/MAPK dependent changes in plasticity associated gene expression were widespread, we asked whether ERK/MAPK has general or layer-specific effects on developing projection neuron excitability and synaptic transmission. Our work demonstrates that complete loss of ERK/MAPK signaling leads to increased intrinsic excitability of both layer 2/3 and layer 5 pyramidal neurons. Further, we show that *Map2k1/2* deleted layer 2/3 neurons exhibited increased excitatory synaptic strength. We conclude that ERK/MAPK signaling contributes to excitatory/inhibitory balance during the early postnatal period by reducing the excitability of cortical excitatory neurons. Changes in excitatory drive in a subset of layer 2/3 neurons have been shown to trigger a compensatory homeostatic increase in inhibitory drive, thus maintaining a stable synaptic excitatory/inhibitory ratio (Xue et al., 2014). Remarkably, layer 2/3 pyramidal neurons lacking *Map2k1/2* exhibit reduced inhibitory synaptic input in the absence of a fully compensatory change in excitation. Loss of ERK/MAPK activity in cortical pyramidal neurons may disrupt the homeostatic balance between synaptic excitation and inhibition, a mechanism hypothesized to form the neurological basis of autism (Rubenstein and Merzenich, 2003). ERK/MAPK may also regulate the release of BDNF from excitatory neurons, a well-known regulator of inhibitory synapse formation (Huang et al., 1999; Kohara et al., 2007; Porcher et al., 2011).

During postnatal cortical pyramidal neuron development, input resistance decreases and the frequency of GABAergic and amplitude of glutamatergic spontaneous neurotransmission increase (Desai et al., 2002; Morales et al., 2002). Our findings are consistent with pyramidal neurons lacking *Map2k1/2* failing to undergo these developmental alterations and further suggest that loss of ERK/MAPK signaling may arrest normal physiological development. Importantly, the alterations in action potential threshold in neurons lacking *Map2k1/2* may secondarily result from increased sodium channel density due to the smaller neuronal size or the observed increase in membrane resistance, which may also influence quantal amplitude measurements. Our observations that disruption of ERK/MAPK signaling alters excitatory/inhibitory balance and the expression of select plasticity associated genes, coupled with known effects on Hebbian forms of synaptic plasticity (Thomas and Huganir, 2004), suggest that alterations in ERK/MAPK signaling are likely to dramatically disrupt network activity and cortical re-wiring.

### Circuit abnormalities in RASopathies

Hypotonia, muscle weakness, and delay in motor milestones are often observed in RASopathy patients (Dileone et al., 2010; Mejias et al., 2011; Oberman et al., 2012; Stevenson et al., 2012; Tidyman et al., 2011). Although some of these symptoms may be due to alterations in muscle development, we have shown here that upper motor neuron and corticospinal tract development are especially sensitive to both gain and loss of ERK/MAPK activity. Thus, deficits in motor function or motor learning in Ras/MAPK Syndromes may be explained, in part, by altered corticospinal connectivity. Importantly, our data point to distinct effects in gain vs loss of function mutants. Our results therefore argue for a mutation-specific approach to correct neurological dysfunction within the RASopathy spectrum. Aberrant long-range circuit development has also been proposed as a defining feature of ASD pathogenesis and that layer 5 may be a focal point (Stoner et al., 2014; Willsey et al., 2013). An interesting possibility is that altered activation of ERK/MAPK at early developmental stages in response to certain ASD linked mutations (*Fmr1, Mecp2, Tsc1/2*) and environmental insults (hypoxia, inflammation, etc.) might contribute to select cortical circuit abnormalities, especially for neurons projecting over long distances.

## Materials and methods

### Transgenic mice

Animal experiments were performed in accordance with established protocols approved by the Institutional Animal Care and Use Committee at the University of North Carolina–Chapel Hill and Arizona State University and NIH guidelines for the use and care of laboratory animals. All mice were housed in standard conditions with food and water provided ad libitum and maintained on a 12 hr dark/light cycle. Experiments were replicated a minimum of three times with mice derived from independent litters. *Neurod6-Cre* or *Emx1-Cre* expression alone did not have a detectable effect on the phenotypes described in this manuscript. Thus, Cre-expressing or Cre-negative littermates were utilized as controls unless indicated otherwise. *Map2k1^loxp/loxp^*mice possess a loxp flanked exon 3 while *Map2k2^-/-^* mice contain a neo insertion in exons 4–6, which encodes the kinase domain (Belanger et al., 2003; Bissonauth et al., 2006). *Map2k2^-/-^* mice are viable and breed normally. *Loxp-STOP-loxp-caMAP2K1* mice were kindly provided by Dr. Maike Krenz and Dr. Jeffrey Robbins (Krenz et al., 2008); the *Igf1r^loxp/loxp^* were kindly provided by Dr. Ping Ye (Liu et al., 2009); the *Neurod6-Cre* mice were kindly provided by Dr. Klaus Nave and Dr. Sandra Goebbels (Goebbels et al., 2006); and the *Emx1-Cre* mice were kindly provided by Dr. Franck Polleux (Gorski et al., 2002). *Ai3* mice were purchased from Jackson laboratories (Madisen et al., 2010). All mice in this study were of mixed genetic background.

Genomic DNA extracted from tail or toe samples was utilized for mouse genotyping by PCR using standard techniques. Primers for gene amplification are as follows (listed 5’-3’): Cre - TTCGCAAGAACCTGATGGAC and CATTGCTGTCACTTGGTCGT amplify a 266 bp Cre allele; *Map2k1* –CAGAAGTTCCCACGACACTA, CTGAAGAGGAGTTTACGTCC, and GTCTGTCACTTGTCTTCTGG amplifies a 372 bp wild type and a 682 bp floxed allele; *Map2k2* – CTGACCTTCCTGTAGGTG, ACTCACGGACATGTAGGA, and AGTCATAGCCGAATAGCCTC amplify a 293 bp wild-type allele and a 450 bp knockout allele; caMAP2K1 -GTACCAGCTCGGCGGAGACCAA and TTGATCACAGCAATGCTAACTTTC amplify a 600 bp mutant allele; *Ai3* – AAGGGAGCTGCAGTGGAGTA, CCGAAAATCTGTGGGAAGTC, ACATGGTCCTGCTGGAGTTC, and GGCATTAAAGCAGCGTATCC amplify a 297 bp wild-type allele and a 212 bp Ai3 allele; *Igf1r*-CTTCCCAGCTTGCTACTCTAGG and CAGGCTTGCAATGAGACATGGG amply a 124 and a 220 bp band for wild-type and floxed alleles.

### Viral and DiI injections

P0-P5 litters were removed as a group, cryo-anesthetized on wet-ice for 3–5 min, and immediately injected with 50-500nl of solution using a 5 uL Hamilton syringe fitted with a 32 gauge beveled needle mounted to a stereotaxic arm. For viral labeling, the AAV5-CAG-FLEX-tdTomato vector was prepared by the UNC Viral Vector Core and diluted in sterile PBS, 5% sorbitol, and 0.1% Fast Green to allow for visualization prior to injection. For DiI tracing, a 10% DiI solution (Life Technologies) was prepared in DMSO and injected into the primary motor cortex or the cervical spinal cord. Upon completion of the injection, pups recovered on a heating pad and were returned as a group to the home cage.

### In utero electroporation

In utero electroporations were performed as previously described (Li et al., 2012) with a few modifications. In brief, E14.5 timed-pregnant females were anesthetized with isoflurane and the uterine horn was accessed through a cesarean section procedure. The lateral ventricles of the embryos were injected with 1–2 µg of plasmid prepared using an EndoFree plasmid purification kit (Qiagen) diluted in 1 x PBS with 0.1% Fast Green dye for visualization. Five electrical pulses were delivered at 30V (50 ms duration) with a 950 ms interval using 5 mm paddle electrodes. The uterine horns were then gently reinserted into the abdominal cavity and the abdomen wall and skin was sutured. Electroporated mice were sacrificed at the appropriate time point and processed for analysis.

### Tissue preparation

Mice of the appropriate age were anesthetized and perfused transcardially with 4% paraformaldehyde/PBS. For cryoprotection, subdissected samples were incubated in a graded series of 10%, 20%, and 30% sucrose/PBS at 4°C before embedding in O.C.T. compound and freezing. Cryostat sections were collected on Fisherbrand Superfrost/Plus slides (Fisher Scientific) and air-dried prior to staining. For some experiments, brains were dissected, postfixed, and mounted in agarose prior to vibratome sectioning.

### Immunolabeling

For immunofluorescent staining, sections were rinsed in PBS and blocked with 5% normal serum/0.1% Triton X-100/PBS at room temperature. Primary antibodies were diluted in blocking solution and incubated 1–2 days at 4°C with gentle agitation. The antibodies utilized were; rabbit anti-Parvalbumin (Swant), chicken anti-EGFP (Aves Labs), rat anti-CTIP2 (Abcam), rabbit anti-SATB2 (Abcam), rabbit anti-CUX1 (Santa Cruz), mouse anti-NEUN (Chemicon), rabbit anti-Cleaved Caspase-3 (Cell Signaling Technology), rabbit anti-IBA1 (Wako), goat anti-IGF1 (R&D Research), rabbit anti-PKCγ (Santa Cruz), rabbit anti-MAP2K1/2(MEK1/2) (Abcam), rabbit anti-P-MAPK1/3(ERK1/2) (Cell Signaling Technology) and rabbit anti-IGF1Rβ (Cell signaling Technology). After rinsing in PBS/T, the secondary antibody was diluted in blocking solution and added overnight at 4°C. Secondary antibodies included Alexa Fluor 488, 546 or 568, and 647 conjugated anti-rabbit, anti-mouse, anti-rat, or anti-goat IgG (Invitrogen). For some experiments slides were then incubated in Hoechst or DAPI for nuclear labeling, rinsed, and mounted. Images were collected with a Zeiss LSM 710, 780, or Leica SP5 laser scanning confocal microscope.

### Image analysis and quantitation

Confocal images of regions of interest were collected from individual brain sections for each animal. For assessment of relative neocortical volume, cortical area was measured in five anatomically matched coronal sections along the rosto-caudal axis, averaged, and normalized against the control brain. For assessment of CTIP2, CUX1, SATB2, and NEUN expressing cells, regions of primary sensory, motor, and visual cortex from at least three anatomically matched sections of mutant and control cortices were defined using morphological and anatomical features. Radial columns were outlined within the cortical region of interest and measured. The total sampled area from a specific region of cortex of a single brain ranged from 1–3 mm^2^. Individual layer boundaries were determined by the changes in density and appearance of NEUN labeling. Images were then transferred into ImageJ, a pixel intensity threshold was set manually by an observer blind to the genotype, and watershed segmentation was performed. The binary image mask was then analyzed using the particle analysis tool to count the number of events with a min-max size cutoff of 50–600 µm^2^ for NEUN labeling and 30–300 µm^2^ for CTIP2^+^, CUX1^+^, or SATB2^+^ labeled nuclei. For NEUN density determination, the total number of NEUN^+^ cells within a radial column was divided by the area of the column and averaged across at least three separate columns within the cortical region of interest. For determination of the relative proportion of CTIP2^+^ or SATB2^+^ cells in layer 5 or CUX1^+^ cells in layers 2–4, the number of each labeled cell within specific laminar boundaries was divided by the total NEUN count within the entire radial column to determine the proportion of each neuronal subtype per radial column. Results from this analysis were averaged across three individual radial columns per cortical region and normalized against the littermate control analyzed in parallel for each mutant. These images were also utilized for determination of the cross sectional area of neuronal soma. Randomly selected, well-labeled NEUN expressing neurons that included a DAPI labeled nucleus were outlined manually in Photoshop and measured.

For analysis of axonal innervation, a modification of the cell counting procedure described above was utilized where images of the region of axonal innervation from at least three anatomically matched sections were collected, manually thresholded in ImageJ, and the number of labeled pixels was measured. For measurement of *ca-Map2k1;Emx1-Cre* spinal cords background signal was determined by measuring a non-innervated area in the same section and subtracted from the mean intensity of an anatomical region of interest.

Representative images have been cropped and adjusted for brightness and contrast in Photoshop for presentation. Student's t-test was used for statistical analysis.

### Western blotting

Sensorimotor cortices were dissected from both mutant and litter mate control mice and lysed inRIPA buffer (0.05M Tris-HCl, pH 7.4, 0.5M NaCl, 0.25% deoxycholic acid, 1% NP-40, and 1 mM EDTA, Millipore) supplemented with 0.1% SDS, protease inhibitor cocktail (Sigma) and phosphatase inhibitor cocktail II and III (Sigma). Lysates werecleared by centrifugation and protein concentration was determinedusing the Bio-Rad protein assay (Bio-Rad) using BSA as a standard. Equal amounts of protein were denatured in reducing sample buffer, separated by SDS-PAGE gels,and blotted to PVDF membranes (Bio-Rad). Blots were blocked with 5% BSA in TBS containing 0.5% Tween 20 (TBS-T) for 1 hr at roomtemperature, then incubated overnight at 4°C with primaryantibodies. The primary antibodies used were rabbit anti-phospho MAPK1/3(ERK1/2) (Thr202/Tyr204) (Cell Signaling Technology, Inc), rabbit anti-MAPK1/3(ERK1/2) (CST), rabbit anti-phospho-p90RSK (Thr573) (Cell Signaling Technology, Inc.), rabbit anti-RSK (Cell Signaling Technology, Inc.), rabbit anti-MSK1(Ser360) (Abcam), rabbit anti-MSK1 (Cell Signaling Technology, Inc.), rabbit anti-MAP2K1/2(MEK1/2) (Cell Signaling Technology, Inc.), rabbit anti-ARC (Synaptic System) and anti-GAPDH (Cell Signaling Technology, Inc.). After washing with TBS-T, membraneswere incubated with HRP-conjugated secondary antibodies in 5% milk in TBS-T for 2 hr at room temperature. Blots were washed with TBS-T and detection wasperformed with SuperSignal West Pico chemiluminescent substrate (Thermo Scientific).

### Microarray profiling

Dorsal cortices from control and mutant embryos derived from two independent litters at P9 and three independent litters at P14 were dissected and total RNA was extracted with Trizol (Invitrogen), followed by mRNA extraction with a Qiagen RNeasy Mini kit per manufacturer’s instructions. RNA was assayed for quality and quantity with an Agilent 2100 Bioanalyzer and a Nanodrop spectrophotometer. Total RNA was amplified, labeled, and hybridized on Affymetrix arrays in the UNC Functional Genomics Core. Slides were processed and scanned according to the manufacturer protocol. Data was further processed using the RMA algorithm for background adjustment, quantile normalization, and median polish probeset summarization. P14 and P21 cortical samples were log_2_ transformed and differential expression and p-values were calculated using a mixed-model ANOVA in Partek Genomics Suite. Transcripts demonstrating an average change in expression that is >1.5 fold (up-regulated) or < –1.5 fold (down-regulated) and a p-value < 0.05 were considered differentially expressed. To examine *Map2k1* exon 3 expression specifically, individual probe ID#s 561826 (TGGTTCCGGATTGCGGGTTTGATCT),1056599 (TCCGGATTGCGGGTTTGATCTCCAG), and 1079432 (CCGGATTGCGGGTTTGATCTCCAGG) were processed as described without probeset summarization. All microarray data from this study have been deposited into the NCBI GEO Database under accession number GSE75129.

### Electrophysiology

For cortical slice preparation, mice were anesthetized with pentobarbital sodium and decapitated after disappearance of corneal reflexes. Brains were rapidly removed and 350 μm coronal sections were cut using a vibrating microtome (Leica VT1200S) in ice-cold dissection buffer containing (in mM): 87 NaCl, 2.5 KCl, 1.25 NaH_2_PO_4_, 25 NaHCO_3_, 75 sucrose, 10 D-(+)-glucose, 1.3 ascorbic acid, 7 MgCl_2_ and 0.5 CaCl_2_, bubbled with 95% O_2_ and 5% CO_2_. Following dissection, slices recovered for 20 min at 35°C in artificial cerebrospinal fluid (ACSF) containing (in mM): 124 NaCl, 3 KCl, 1.25 Na_2_PO_4_, 26 NaHCO_3_, 1 MgCl_2_, 2 CaCl_2_ and 20 D-(+)-glucose, saturated with 95% O_2_, 5% CO_2_ and were then kept at 21–24°C for at least 40 min. During this period and before transferring sections to the recording chamber, slices were maintained in ACSF supplemented with 1.25 mM ascorbic acid. Recordings were made in a submersion chamber at 32°C +/- 1°C in ACSF, except where noted.

Patch pipettes were pulled from thick-walled borosilicate glass with open tip resistances of 2–7 MΩ. Neurons were recorded in either voltage- or current-clamp configuration with a patch clamp amplifier (Multiclamp 700A), and data were acquired and analyzed using pCLAMP 10 software (Molecular Devices). L2/3 or L5 neurons were visually identified with infrared differential interference contrast optics. All recordings were performed from excitatory neurons as verified by the presence of dendritic spines and/or an apical dendrite oriented towards the pial surface. To minimize variability, recordings were performed from a mutant and control littermate with identical, same day conditions.

### Voltage-clamp recordings

Voltage-clamp recordings were performed from visual cortical layer 2/3 neurons, as described previously (Larsen et al., 2011). Events with a rapid rise time and exponential decay were identified as mEPSCs or mIPSCS using an automatic detection template in pCLAMP 10. To isolate mEPSCs, slices were placed in a submersion chamber, maintained at 32°C and perfused at 2 mL/min with oxygenated ACSF containing 200 nM tetrodotoxin and 50 μM picrotoxin. Pipettes were filled with internal solution containing (in mM): 100 K-Gluconate, 20 KCl, 0.2 EGTA, 4 Mg-ATP, 0.3 Na-GTP, 10 HEPES, 10 Na-phosphocreatine, and 0.5% (w/v) neurobiotin with pH adjusted to 7.25 with 1M KOH and osmolarity adjusted to ~300 mOsm by addition of sucrose. To isolate mIPSCs, ACSF included 20 μM 6,7-dinitroquinoxaline-2,3-dione (DNQX), 100 μM D,L-2-amino-5-phosphonopentanoic acid (D,L-AP5), and 200 nM tetrodotoxin. Pipettes were filled with a high internal chloride concentration to increase the chloride driving force at -70 mV and contained (in mM): 134 KCl, 2 NaCl, 10 HEPES, 0.2 EGTA, 10 sucrose, 4 Mg-ATP, 0.3 Na-GTP, 14 Naphosphocreatine, 0.5% (w/v) neurobiotin, with pH adjusted to 7.2 with KOH and osmolarity adjusted to ~300 mOsm by addition of sucrose. All voltage-clamp recordings were sampled at 10 kHz and Bessel filtered at 2 kHz. Series and input resistances were monitored throughout the experiments by measuring the response to a −5 mV step during each sweep. Series resistance was calculated using the capacitive transient at the onset of the step and input resistance was calculated from the steady-state current during the step. No series resistance compensation was applied.

### Current-clamp recordings

Intrinsic excitability recordings were performed in L2/3 and L5 somatosensory cortex with AMPA/Kainate, NMDA, and GABA(A) receptor-mediated synaptic transmission blocked by adding 20 μM DNQX, 100 μM D,L-AP5, and 50 μM picrotoxin to the ACSF. Throughout the experiment, current was injected to maintain a −70 mV resting potential. Action potential threshold was defined as the voltage at which dv/dt=20 V/s. Adaptation ratio was measured as the ratio of the third interspike interval to the last interspike interval at currents which evoked 6–7 action potentials to minimize confounds in adaptation ratio due to differences in action potential number between genotypes. Action potential amplitude was measured relative to the membrane potential prior to current injection (-70 mV). Action potential slope was analyzed by comparing threshold currents for generating action potentials to responses at two times the threshold current, which was divided by the difference in current levels. Input resistance was calculated by measuring the steady-state response to a 50 pA, 300 ms step at each current injection and was averaged across all current injections. Resting membrane potential was measured at the onset of the recording. Current clamp recordings were sampled at 20 kHz and Bessel filtered at 10 kHz. Membrane capacitance and time constant values (Figure 8—figure supplement 1) were calculated in voltage-clamp at the onset of the recording. Capacitance values were measured from the averaged integrated transient capacitive current produced during a 10 mV step sampled at 100 kHz in membrane test mode. Membrane time constant values were measured from the transient portion of the current response to the voltage step and were fit by a single exponential.

How the deposited data were processed for this re-analysis (not part of the article)

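The data were Affymetrix gene array values of cortical RNA from mice, with 1 array per mouse. The loss-of-function model was measured at P14 in 3 *Map2k1/2;Neurod6-Cre* mutants and 3 controls and at P9 in 2 mutants and 2 controls, and the gain-of-function model at P21 in 3 *ca-Map2k1;Neurod6-Cre* mutants and 3 controls, on another array type. Genotype and age were taken from the sample labels, which match the paper's methods and Figure 8A. The labels give sensorimotor cortex and a Qiagen miRNeasy kit, and the methods dorsal cortices, Trizol and an RNeasy Mini kit.

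The authors made the deposited log2 values with the RMA algorithm, which adjusts the background, quantile-normalizes the arrays and summarizes each probe set by median polish, and the submitters' processing notes name Partek 6. The genome build and the annotation version are not given in the sources used here. The P9 and P14 arrays share a table, and their medians show that the ages were normalized apart. The P21 table is separate. No scanner files were used, so the background correction and the normalization are the authors'. Array values have no read depth, and the number of arrays limits the precision.

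Probe sets were named with the platform annotation. In the loss-of-function table, 21789 of 35557 probe sets had 1 gene symbol, 1621 several and 12147 none, and in the P21 table 23521 of 41345 had 1, 1814 several and 16010 none. By Entrez gene number, 21698 and 23328 of the probe sets with 1 symbol matched the current gene table, and no symbol needed to be changed. Probe sets with several symbols or none were left out. A gene with several probe sets, of which there were 999 and 1082, was represented by the brightest, which left 19938 and 22180 genes.

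Each age was fitted alone with lmFit and eBayes of limma 3.58.1 in R 4.3.3, mutant minus control, with two-sided tests and Benjamini-Hochberg adjustment over all genes. Every adjusted p of a gene is from this limma test unless another fit is named, and standard errors are from its moderated variance. Genes were counted at an adjusted p under 0.05 and, beside it, at the paper's thresholds, an unadjusted p under 0.05 and a change of more than 1.5-fold. The design, the gene lists, the rule for naming genes and all alternatives except those named below were set before the data were examined. The genes named are every gene the paper names from these arrays that could be measured, whose values in the paper had been seen, the 12 highest and the 12 lowest of each comparison among genes past the paper's thresholds with no overlap between mutants and controls, and up to 4 members of each list by p. General excitatory neuron markers were added for a single test.

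The 29 lists were tested with limma's camera, at a preset correlation of 0.01 and with the correlation estimated, and with fry, and were adjusted together within each age. They hold the layer genes of Figure 2—source data 1 (layers 2 to 4, layer 5, layer 6 and several layers), the plasticity genes of Figure 8A, the channels and receptors named in the Results, other markers of subcerebral neurons, of upper layers and layer 4 and of layer 6 and subplate, ERK feedback and target genes, activity-regulated genes, families of GABA-A and glycine receptors, glutamate receptors and sodium, potassium and calcium channels, markers of interneurons, astrocytes, microglia, oligodendrocytes and myelin, oligodendrocyte precursors, endothelial cells and pericytes, striatal neurons, thalamus, hippocampus and choroid plexus, and meninges and blood, apoptosis genes, sterol synthesis genes, and genes that rise or fall as the cortex matures. Lists overlap: 13 of the 14 listed channels and receptors stand in another list, and 11 of the genes rising with maturation. Members whose symbol was not annotated to a probe set of their own were not measured. With the correlation estimated, camera also takes the residual degrees of freedom of the arrays, so its p rises with few arrays at any correlation. The test fry takes the members alone and does not set them against other genes.

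P14 changes were compared with those at P9 and P21 by the share of genes with the same sign and the correlation of log2 changes across genes, which are not independent replicates. The P9 and P14 mice are different animals, so no controls are shared. A set of 200 genes rising and 200 falling from P9 to P14 in control mice (100 and 400 as alternatives) was tested at P21. That set holds age together with the separate normalization of the ages.

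The alternatives were quantile normalization of the deposited values, centring on each array's median, a filter on probe sets under the 30th percentile of brightness, a test with no moderation of the variance, trended and robust moderation, all groups of a table in 1 fit, the mean of a gene's probe sets, each mouse left out in turn, blocks over all 6 one-to-one pairings of mutants with controls, and the estimated correlation. The arrays of P14 mice 1 and 2 were found to stand apart from those of mice 9 to 12, and the 2 sets as a block and mice 9 to 12 alone were added after the data were seen. Sex was read from *Xist* and the mean of Y-linked genes. The covariate planned for groups that both hold both sexes was not run, since no group of controls held females, and sex as a covariate at P14 was added after the data were seen, as was the other probe set of *Etv5*.

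The fits were tested on simulated data, in which 200 genes of known change and a list shifted by -0.3 were added to arrays with the spread of the real ones. All 5 shifted lists were found at each age, and of 140 lists left unshifted, 1 was called at P14, 0 at P9 and 2 at P21. The simulated genes were drawn independently of each other. In the P14 arrays the estimated correlation was 0.271 for the layer 5 list. It ran from -0.044 for sodium and HCN channels to 0.844 for sterol synthesis genes. These list counts therefore do not test lists whose members are correlated. Of the adjusted calls, 2.52% were false at P14, 2.63% at P9 and 3.66% at P21. Single exon probes, which the paper used to check the deletion of *Map2k1* exon 3, were not analysed here.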

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

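The tests of the sex of the mice, of the arrays of mice 1 and 2 and of the copies of *Neurod6*, and the counts of genes over other splits of the mice, were chosen after the results were seen.

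Of the genes called at P14 in *Map2k1/2;Neurod6-Cre* cortex, 195 are not named by the paper, a signal outside the genes it discusses. Among them *Abi3bp* changed by 1.78 on the log2 scale (standard error 0.12), from 8.19 ± 0.05 (SD, n = 3) in controls to 9.97 ± 0.22 (SD, n = 3) in mutants. In P21 *ca-Map2k1;Neurod6-Cre* cortex, among genes the paper does not discuss, 19 of 21 measured markers of oligodendrocytes and myelin were below the controls on average (mean -0.32), and so were 18 of 19 genes that rise as the cortex matures (mean -0.26). On the myelin list mutant 3 (-0.15) lay above the lowest control (-0.23). On the maturation list the mutants (-0.37 to -0.17) did not overlap the controls (-0.05 to 0.08).

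The 217 calls at P14 were weighed against properties of the mice and arrays. Of 984 genes called within mice 9 to 12, where both mutants were female and both controls male, 92.7% had the same sign in male mouse 1 minus male mouse 2 (59.0% over all genes), which argues against sex as their whole cause. Each of these comparisons lies within 1 set of arrays, so the same share argues against the difference between the sets, which the block does not test because each set holds as many mutants as controls. With sex as a covariate, which leaves 1 male mutant, 36 of the 217 were called (in all 38, against 39 without mutant 9 and 27 without mutant 11), while the median size of their changes was 0.77 before and 0.73 after and the median standard error 0.10 and 0.13, so on the median the calls ended with a wider error and not with a smaller change, in genes chosen with this mutant among the mice. A part from sex in single genes stays open, litter was not tested, and the deletion that the design names remains as a hypothesis.

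The 10 possible splits of the P14 mice into 3 against 3 are too few for a share under 0.05. The real split alone gave the highest count (1 of 10), with 217 genes against 1 in the highest other split, and at the paper's thresholds (1 of 10) with 330 against 252. The splits that placed mutants 9 and 11 with control 10 or control 12, and so mice 1 and 2 together, gave 245 and 252 at those thresholds, where mice 9 to 12 alone, mutants against controls, gave 374. The mean shift of the layer 5 list was 0.481 in size against 0.336, that of the plasticity genes 1.09 against 0.522 and that of the channels and receptors 0.881 against 0.404, each the highest of its splits (1 of 10). At P21 the 10 splits are too few as well: all 10 gave at least the 0 genes of the real split and the highest other gave 1, the count at the paper's thresholds was 134 against 48 (1 of 10), and the shifts of the layer 5 list (0.186 against 0.148) and of layers 2 to 4 (0.0887 against 0.0554) were the largest in size (1 of 10 each).

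*Neurod6*, which the paper does not report from the arrays, changed by -3.07 at P14. Its mutant mean of 6.41 lay below the 25th percentile of every P14 array (6.63 to 6.89). A loss of 1 copy to the inserted Cre would lower it by about 1 on the log2 scale, and the standard error of 0.31 argues against that as the whole cause. Fewer excitatory neurons would lower their general markers alike, and the median over 10 such markers was 0.0064 (from -0.34 for *Tbr1* to 0.19 for *Emx1*), which argues against that too. Both copies may have been replaced by Cre in these mutants: in the P21 mutants, made with the same Cre line, the change was -0.24, and since the number of Cre copies is not given for mutants or controls, which the methods allow to carry Cre, this cannot be told apart from an effect of the deletion. A lower transcription of *Neurod6* after loss of ERK/MAPK signaling stays an open hypothesis.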

How the results depend on the processing

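The fits with mice 1 and 2 as a block, with mice 9 to 12 alone and with sex as a covariate were chosen after the data were seen, and all others before. The number of arrays limits every count. At P14, 217 genes were called, and 341 with quantile normalization, 18 with no variance moderation, 480 with all groups of the table in 1 fit, 1333 with the block, 984 in mice 9 to 12 and 38 with sex as a covariate, and with 1 mouse left out from 27 (without mutant 11) to 304 (without mutant 1), with 137 without control 2, 42 without control 10, 39 without control 12 and 39 without mutant 9. At P9, 15 genes were called, and 47 with the filter on dim probe sets, 0 with no variance moderation (120 at the paper's thresholds, against 221), 235 with trended and robust moderation, 42 in 1 fit and 7 with the mean of probe sets, and with 1 mouse left out from 0 (without mutant 1 or mutant 4) to 13 (without control 3), with 5 without control 2. At P9 quantile normalization gave 3 higher and 10 lower and median centring 5 and 15, against 5 and 10. At P21 no gene was called by limma (2313 at an unadjusted p under 0.05), and 16 were called with trended and robust moderation and from 0 to 2 with 1 mouse left out, 2 without mutant 1, while at the paper's thresholds the filter on dim probe sets left 80 of 134 genes.

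No analysis paired by litter was possible because no source assigns mice to litters. Over every one-to-one pairing of mutants with controls as a pairing block, the count ran from 0 to 1130 at P14 and from 23 to 57 at P9.

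With an estimated correlation the layer 5 list had an adjusted p of 0.129 at P14, 0.305 at P9 and 0.431 at P21, and layers 2 to 4 one of 0.305 at P9 and 0.431 at P21. By fry the layer 5 list had 0.0311 at P14, 0.0844 at P9 and 0.171 at P21. At P14 fry also called genes of several layers (0.00813), other upper-layer and layer 4 markers (0.0311) and genes rising with maturation (0.0160). Subcerebral markers (0.0904) and GABA-A and glycine receptors (0.212) were not called by it. At P9 fry called only ERK feedback and target genes (0.0247), and at P21 no list (lowest 0.1465). With sex as a covariate, which leaves mutant 1 alone against the controls, the P14 mean of layers 2 to 4 was 0.15 (adjusted p = 0.0219, from 1 mutant), and the P14 means of microglia markers (0.28), endothelial and pericyte markers (0.011) and sterol synthesis genes (0.094) changed sign, as did those of astrocyte (0.208), interneuron (0.039) and meninges and blood markers (0.152) and potassium channels (-0.067). Astrocyte (adjusted p = 3.14e-05), oligodendrocyte and myelin (0.290, adjusted p = 4.09e-06) and oligodendrocyte precursor markers (0.274, adjusted p = 4.71e-04) were then past the threshold, as were microglia markers in the direction opposite to their call over all mice (adjusted p = 0.00783), and GABA-A and glycine receptors (-0.14, adjusted p = 0.3998), other upper-layer and layer 4 markers (adjusted p = 0.485), genes falling with maturation (-0.00, adjusted p = 0.258), endothelial and pericyte markers (adjusted p = 0.721) and sterol synthesis genes (adjusted p = 0.233) were not. The fit with sex sets mutant 1 against controls of both sets of arrays. Against mouse 2 of its own set, mouse 1 kept the sign found over all mice for microglia (-0.049), endothelial and pericyte (-0.285) and sterol synthesis genes (-0.156). So did interneuron (-0.036) and meninges and blood markers (-0.232), while astrocyte markers (0.100) and potassium channels (-0.047) did not. The microglia mean ran from -0.348 to 0.025 with 1 mouse left out, above 0 without control 2 (0.025, adjusted p = 0.785) and without mutant 11 (0.024, adjusted p = 0.957), and its call was lost without mutant 9 (adjusted p = 0.153). With 1 mouse left out the P21 means ran from -0.100 to -0.069 for layers 2 to 4, from -0.161 to 0.028 for plasticity genes and from 0.088 to 0.183 for channels and receptors. The call of layers 2 to 4 was lost without mutant 3, the plasticity genes were called without mutant 6 and the channels without control 5.

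The share of P14 calls with the same sign at P9, 96.3%, was 92.1% for genes at the paper's thresholds, 100% with no variance moderation, 92.1% in 1 fit, 86.4% with the block, 81.0% in mice 9 to 12, and from 90.1% to 100% with 1 mouse left out. The share with the same sign at P21, 27.2%, was 44.4% with no variance moderation, 41.1% with the block, 42.2% in mice 9 to 12, 37.8% with sex as a covariate, and from 24.4% to 34.6% with 1 mouse left out. For all of these the cause was not tested, apart from the smaller number of mice or genes that a left-out mouse or a filter gives.

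Over the refitted alternatives, 371 of 400 values of P14 list shifts kept their side of the threshold, 286 of 297 at P9 and 288 of 300 at P21. These are the 25, 27 and 25 lists outside the main results, of which 11, 9 and 5 were called. At P14, 10 values of called lists lost the call and 5 changed sign. Of the values of named genes, 2376 of 2765, 1763 of 1910 and 2180 of 2187 kept their side. Most of these genes were not called in the main fit: 59 of 173 were at P14, 13 of 174 at P9 and 0 of 183 at P21. The kept shares therefore rest mostly on uncalled genes. Among values of called genes, 264 at P14 and 67 at P9 lost the call. Direction was compared only for lists and genes called in the main fit, so these counts include uncalled ones that changed sign. No named gene that was called changed sign.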

Differences from the paper's values

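The other probe set of *Etv5* was chosen after the values were seen, and the other alternatives were set before. Values are signed fold changes, mutant over control, negative where the mutant is lower.

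For *Etv5* at P9 the paper's value in Figure 2—source data 1 is -2.0838, and the value here is -1.78. No alternative set before the data were examined brought it within the paper's value: the mean of the gene's probe sets gave -1.93, quantile normalization -1.81, and leaving out 1 mouse from -1.86 to -1.70. The gene's other probe set, an alternative chosen after seeing the values, gives -2.08. For *Inhba* at P9 the paper's value is 1.01144 and the value here -1.004, a difference in sign around no change. The difference was absent without P9 control 2 (1.08) and without P9 mutant 1 (1.21) and present under all other alternatives set before the data were examined. For *Npas4* at P21 the paper's value is about -1.3 in Fig. 8A, read by eye, and the value here is 1.34, in the other direction. The sign was the same under each alternative set before the data were examined, from 1.06 without mutant 6 to 1.85 without mutant 3.

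The paper names *Scn2a* among the channels that were lower at P14. Of the 12 channel and receptor genes of that statement that were measured here, 11 were lower at an unadjusted p under 0.05, and *Scn2a* was not (log2 change -0.07, adjusted p = 0.993), under any alternative run. At the paper's thresholds 10 of the 12 passed. Over the 54 genes of Figure 2—source data 1 compared at each age, the log2 changes here and in the paper correlated at 0.998 (P9) and 0.999 (P14) across genes. At the paper's thresholds the paper marks 7 genes at P9 and 13 at P14, and all of them passed here, with 8 more at P9 and 3 more at P14, *Fezf2* at both ages among them. With no variance moderation the counts here were 7 and 13.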

Other observations

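The test of a shift along control maturation was chosen after the result was seen, and those of dim probe sets and of the correlation over other splits before.

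Of 19 measured genes that rise as the cortex matures, 2 were called higher in P14 *Map2k1/2;Neurod6-Cre* cortex and none was called in P21 *ca-Map2k1;Neurod6-Cre* cortex. At P14 the neurofilament gene *Nefm* rose by 0.72 (adjusted p = 0.0157) and the synaptic vesicle gene *Syt2* by 0.81 (adjusted p = 0.0284), none of the 19 was called lower, 7 were higher and 1 lower when adjusted over the list alone, and the mean was 0.23 (adjusted p = 1.75e-05, and adjusted p = 0.129 with an estimated correlation). With mice 1 and 2 as a block 8 were called higher and none lower. Both gene calls were lost without control 10, control 12, mutant 9 or mutant 11 (adjusted p up to 0.0916 and 0.142). Of these genes 2 stand in a list of the study and 11 in other lists. *Acan*, the core protein of perineuronal nets, differed by 0.52 (adjusted p = 0.0712). At P9 the mean was 0.16 (adjusted p = 0.00570, and adjusted p = 0.803 with an estimated correlation), with 0.27 in mutant 1 and 0.05 in mutant 4, so that without mutant 1 it was 0.05 and not called (adjusted p = 0.966). At P21 the mean was -0.26 (adjusted p = 9.13e-11, and adjusted p = 0.431 with an estimated correlation), with no gene called by limma, 13 lower and none higher at an unadjusted p under 0.05, and 12 lower when adjusted over the list alone, such as *Nefm* (-0.58, adjusted p = 0.253) and the potassium channel subunit *Kcnab3* (-0.54, adjusted p = 0.245). Genes that fall with maturation had a mean of -0.28 at P14 (median -0.08, adjusted p = 0.0168, and adjusted p = 0.630 with an estimated correlation), with *Gap43*, a growth cone protein, among the 3 that fell (-1.38, adjusted p = 0.0327, and up to 0.174 with 1 mouse left out, where only the fit without mutant 1 kept the call), and 4 called lower and 1 higher with the block. That P14 mean was -0.00, -0.43 and -0.41 in mutants 1, 9 and 11, -0.32 within mice 9 to 12 and -0.19 for mouse 1 minus mouse 2, and was not called without control 2 (-0.18, adjusted p = 0.257), mutant 9 (-0.21, adjusted p = 0.236) or mutant 11 (-0.21, adjusted p = 0.111) or with sex as a covariate, which leaves mutant 1 alone (-0.00, adjusted p = 0.258). Their mean was -0.12 at P9 (adjusted p = 0.0766, with -0.26 and 0.00321 without mutant 4 and 0.02 without mutant 1) and 0.03 at P21 (adjusted p = 0.675).

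Sterol synthesis genes had means below 0 in both models. At P14 none of 17 was called by limma, 4 were lower at an unadjusted p under 0.05 and 5 were called lower with mice 1 and 2 as a block, and the mean was -0.27 (adjusted p = 1.14e-05, and adjusted p = 0.538 with an estimated correlation), with 0.09, -0.42 and -0.49 in mutants 1, 9 and 11 (-0.15 without control 2). The P14 mean was -0.33 within mice 9 to 12 and -0.16 for mouse 1 minus mouse 2. It was -0.18 at P9 (adjusted p = 6.64e-05, and adjusted p = 0.654 with an estimated correlation, -0.10 without control 2) and -0.17 at P21 (adjusted p = 5.21e-06, and adjusted p = 0.431 with an estimated correlation). Astrocyte markers at P9 had a mean of 0.22 (adjusted p = 3.93e-07, and adjusted p = 0.311 with an estimated correlation), with none of 20 called by limma, 10 higher at an unadjusted p under 0.05 and 7 higher when adjusted over the list alone. *Gfap* differed by 0.61 (adjusted p = 0.160) and the connexin *Gjb6* by 0.66 (adjusted p = 0.130).

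Other lists at P9 had means of 0.07 for microglia (adjusted p = 0.207, and 0.0157 without control 3 and 0.00471 without mutant 4), -0.04 for oligodendrocyte and myelin (adjusted p = 0.552, and 0.0431 without mutant 1), 0.12 for oligodendrocyte precursor (adjusted p = 0.207, and 0.0492 without mutant 1), 0.12 for endothelial and pericyte (adjusted p = 0.0758, and 0.00632 without mutant 1) and -0.01 for interneuron markers (tested as higher, adjusted p = 0.899), of -0.04 for apoptosis genes (median 0.00, adjusted p = 0.583) and of -0.08 for genes of several layers (adjusted p = 0.535). Apoptosis genes at P21 had a mean of 0.07 (adjusted p = 0.111, and 0.0490 without control 5). Striatal markers had means of 0.17 at P9, 0.11 at P14 and -0.05 at P21 (adjusted p = 0.418, 0.0991 and 0.185), with 3 called higher at P14 with the block and an adjusted p of 0.0314 there without mutant 11, and markers of thalamus, hippocampus and choroid plexus -0.03, -0.02 (median 0.02) and 0.08 (adjusted p = 0.535, 0.790 and 0.258), with 1 called lower at P14 with the block. For meninges and blood they were 0.24 at P9 (adjusted p = 0.0104, and adjusted p = 0.803 with an estimated correlation, with 0.05 and an adjusted p of 0.746 without control 2 and 0.18 and 0.185 without mutant 4), -0.13 at P14 (adjusted p = 0.116, 0.0342 with mice 1 and 2 as a block, and 0.00401 to 0.0198 without control 10, control 12 or mutant 1) and 0.17 at P21 (adjusted p = 0.139, with 0.41 and an adjusted p of 1.97e-05 without control 5, 0.27 and 0.0291 without mutant 3, and -0.04 and 0.927 without control 2).

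Of the genes called at P14 in loss of function, 213 were measured at P21, and 155 of these (72.8%) had the opposite sign in gain of function, against 49.4% over all 18962 genes measured in both, with a correlation of log2 changes of -0.51 across genes, which are not independent replicates. Dim probe sets as the source are argued against, since among the 195 calls above the median brightness at P21 the correlation was -0.529. A shift along normal maturation stays open, since the genes that rose from P9 to P14 in controls had a mean of -0.0208 and a median of 0.0053 at P21 (193 measured, adjusted p = 0.490) and that set holds age and normalization together. The 10 splits of the P21 mice are too few for a share under 0.05, and 3 of them gave a correlation at least as large in size (0.510 in the real split and 0.634 in the highest other), those that placed control 5 with mutants 3 and 6 or with mutants 1 and 6 and the real one. An opposite response of the same genes to loss and gain of ERK/MAPK signaling is therefore a hypothesis that may also reflect differences between the P21 mice.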
